# Targeting the LSD1-G9a-ER Stress Pathway as a Novel Therapeutic Strategy for Esophageal Squamous Cell Carcinoma

**DOI:** 10.34133/2022/9814652

**Published:** 2022-06-01

**Authors:** Hongxiao Wang, Zijun Song, Enjun Xie, Junyi Chen, Biyao Tang, Fudi Wang, Junxia Min

## Abstract

Despite recent advances in the management and treatment of esophageal squamous cell carcinoma (ESCC), the prognosis remains extremely poor, and current nonsurgical treatment options are limited. To identify new therapeutic targets, we screened a curated library of epigenetic compounds using a panel of cancer cell lines and found that coinhibiting the histone demethylase LSD1 and the histone methyltransferase G9a potently suppresses cell growth; similar results were obtained by knocking down both LSD1 and G9a expression. Importantly, we also found that inhibiting LSD1 and G9a significantly decreased tumor growth in a xenograft mouse model with ESCC cell lines. To examine the clinical relevance of these findings, we performed immunohistochemical analyses of microarray profiling data obtained from human esophageal squamous cancer tissues and found that both LSD1 and G9a are upregulated in cancer tissues compared to healthy tissues, and this increased expression was significantly correlated with poor prognosis. Mechanistically, we discovered that inhibiting LSD1 and G9a induces cell death via S-phase arrest and apoptosis, and cotargeting ER stress pathways increased this effect both *in vitro* and *in vivo*. Taken together, these findings provide compelling evidence that targeting LSD1, G9a, and ER stress-related pathways may serve as a viable therapeutic strategy for ESCC.

## 1. Introduction

Esophageal cancer (EC), including esophageal squamous cell carcinoma (ESCC) and esophageal adenocarcinoma (EAC), is one of the most common malignancies, ranking seventh in global incidence and sixth in overall mortality [1]. In cases with locally advanced EC, esophagectomy remains the mainstay treatment, although chemotherapy and radiation therapy have also been recommended as the standard-of-care [2]. Due to limited treatment efficacy and the risk of developing drug resistance to single-agent therapies, combination therapies are emerging as a more effective strategy for treating EC. In the past decade, a handful of targeted therapies have been approved for EC, including trastuzumab combined with chemotherapy as the first-line treatment for HER2-positive esophageal adenocarcinoma [3], the vascular endothelial growth factor (VEGF) receptor inhibitor ramucirumab as the second-line treatment for gastric or gastro-esophageal junction adenocarcinoma [4, 5], and pembrolizumab for the treatment of PD-L1-positive ESCC or EAC [6]. Despite significant advances in the development of these molecular-targeted therapies and immunotherapies, the clinical outcome and survival rate of patients with advanced EC remain low [7, 8]. Therefore, new therapeutic targets are urgently needed in order to develop new therapeutic strategies designed to improve the treatment and management of EC.

Epigenetic modifications refer to covalent modifications to either histone molecules or DNA that are heritable, reversible, and do not alter the DNA sequence. A growing number of studies have highlighted the importance of epigenetic changes in cancer treatment and prognosis [9]. Currently, nine epigenetic agents are available in the US for treating cancer, including two DNA methyltransferase (DNMT) inhibitors (azacitidine and decitabine), four histone deacetylase (HDAC) inhibitors (vorinostat, romidepsin, belinostat, and panobinostat), two isocitrate dehydrogenase inhibitors (enasidenib and ivosidenib), and one EZH2 inhibitor (tazemetostatv) [10]. Despite the success of these agents, current epigenetics-targeted therapies have been limited to hematological malignancies. However, these therapies have high therapeutic potential for various solid tumors based on preclinical and clinical trials, including the DOT1L methyltransferase inhibitor pinometostat and the HDAC6 inhibitors ricolinostat, citarinostat, and KA2507 [10].

In addition, epigenetic changes have long been known to play important roles in the initiation, progression, and metastasis of EC [11, 12]. At the DNA level, epigenetic “writers” (e.g., methyltransferases such as DNMT1 and DNMT3B) and “erasers” such as TET2 and TET3 have been associated with EC [13, 14]. With respect to histone modifications, the increased expression of epigenetic “writers” such as acetyltransferases and methyltransferases (e.g., HAT1, p300, AIB1, SUV39H1, G9a, SMYD3, and EZH2) and “erasers” such as HDAC1-5, SIRT1, SIRT3, SIRT6, LSD1, and KDM5B have been linked to disease progression in EC [15, 16]. In a phase 1 clinical trial, the DNA methyltransferase inhibitor 5-azacitidine was shown to potently increase the sensitivity of resectable esophageal and gastric adenocarcinomas to conventional therapy [17]. Thus, targeting epigenetic changes is a promising new therapeutic strategy for EC.

In China, ESCC accounts for more than 90% of all EC cases. The poor prognosis, limited treatment options, and consistent reports of epigenetic changes associated with EC indicate that novel epigenetic targets should be identified for treating ESCC. Therefore, we performed an epigenetic drug library screening in order to identify potential epigenetic modulators that could be targeted in ESCC. In addition, we functionally validated our results using both pharmacological and genetic approaches, and we performed transcriptomics and tissue microarray analyses using human ESCC cell lines and patient tissue samples, respectively. Finally, we examined whether compounds that target epigenetic modifiers can serve as a potential strategy for treating ESCC.

## 2. Results

### 2.1. Screening of Epigenetic Compounds Reveals That Both LSD1 and G9a Play a Role in ESCC

To identify small-molecule compounds that can inhibit epigenetic modifiers in various cancer types, we screened a library of 39 inhibitors (Supplementary Table S1) by treating a panel of cancer cell lines for 3 days and then measuring cell viability. As shown in Figure 1(a), a heatmap of cell viability revealed that SP2509 and BIX01294 were the two most potent compounds, and this finding was confirmed using an additional panel of cancer cell lines, in which both SP2509 and BIX01294 significantly reduced cell viability when applied at ≥5 *μ*M for 3 days (Figure 1(b)). SP2509 is a specific, reversible noncompetitive inhibitor of LSD1, an amine oxidase that demethylates H3K4me1/2 and H3K9me1/2 by binding to the flavin adenine dinucleotide (FAD) pocket [18, 19]. BIX01294, a competitive inhibitor of histone methyltransferase G9a, was discovered by Kubicek et al. using high-throughput screening and exerts its inhibitory effect by binding to the substrate-binding groove in G9a [20]. G9a primarily catalyzes the methylation at Lys9 in histone H3 molecules [21]. A working model depicting how SP2509 and BIX01294 inhibit LSD1 and G9a, respectively, is shown in Figure 1(c). Importantly, Western blot analysis showed that treating cells with SP2509 increased both H3K9me2 and H3K4me2 levels, while treating cells with BIX01294 decreased H3K9me2 levels (Figure 1(c), bottom), consistent with the notion that these compounds inhibit the enzymatic activity of LSD1 and G9a, respectively.

Next, we investigated whether treating cells with both SP2509 and BIX01294 is more effective at reducing cell viability compared to treating cells with each inhibitor separately. We found that cotreating cells with SP2509 and BIX01294 only mildly increased cell death compared to each inhibitor separately in HepG2, Huh7, AGS, Jurkat, A549, and HT1080 cells (Figure S1a). In contrast, this treatment caused significantly more cell death in the ESCC cell lines Kyse510, Kyse180, Kyse30, ECA109, and TE-1 (Figure 1(d) and Figure S1b), and the combination index (*CI*_50_) of SP2509 and BIX01294 calculated via CompuSyn was less than 1, indicating a synergistic effect of SP2509 and BIX01294 on ESCC cells. Moreover, inhibiting both LSD1 and G9a reduced ESCC cell colony formation more than inhibiting either enzyme alone (Figure 1(e)), suggesting that ESCC cells are particularly susceptible to strategies that target both LSD1 and G9a. We therefore focused on studying the combinational inhibitory effect of LSD1 and G9a on ESCC cells in our subsequent experiments. Interestingly, we found that the sensitivity of ESCC cells to LSD1 or G9a inhibitor was not related to the expression levels of either LSD1 or G9a (Figure S1c-d).

BIX01294 is highly toxic; however, the primary epigenetics library was obtained from the National Compound Resource Center which contained only this G9a inhibitor. UNC0642—a recently developed molecule based on the structure of BIX01294—was shown to have lower toxicity, higher selectivity, better lipophilic properties, higher cell membrane permeability, and improved pharmacokinetics in animal models compared to BIX01294 [22]; we therefore used UNC0642 instead of BIX01294 for our subsequent experiments. Consistent with our results obtained using BIX01294, we found that cotreating ESCCs with both SP2509 and UNC0642 caused significantly higher levels of cell death (Figures 1(f) and 1(g) and Figure S1e) and significantly lower colony formation (Figure 1(h)) compared to treating cells with either SP2509 or UNC0642 alone. Moreover, treating the ESCC cell lines with both SP2509 and UNC0642 for 1-3 days increased both the di-methylation levels of Lys4 in histone H3 (H3K4me2) and the di-methylation levels of Lys9 in histone H3 (H3K9me2) (Figure 1(i)), suggesting that these inhibitors' effects on the viability of ESCCs are mediated predominantly by inhibiting LSD1.

### 2.2. Knocking Down Both LSD1 and G9a in ESCC Cells Causes Cell Death

To validate the results obtained by pharmacologically inhibiting LSD1 and G9a, we knocked down LSD1 and G9a expression in ESCC cells using shRNA. We first tested four shRNAs targeting *LSD1* mRNA and four shRNAs targeting *G9a* mRNA. We found that all four *LSD1* shRNAs significantly reduced cell viability (Figure S2a) and eliminated ESCC cell colony formation (Figure S2b). Surprisingly, similar to the synergistic effect of treating cells with both SP2509 and UNC0642, we found that the shLSD1-1 shRNA (which was the most effective *LSD1* shRNA construct at reducing colony formation) significantly increased the potency of UNC0642 for inducing cell death in ESCC cells (Figure S2c). With respect to G9a, we found that knocking down *G9a* mRNA significantly reduced ESCC cell viability and colony formation (Figure S2d-e), and the most effective construct, shG9a-2, significantly increased the ability of SP2509 to induce ESCC cell death (Figure S2f).

Next, we used the same seed sequences contained in the shLSD1-1 and shG9a-2 shRNA constructs to generate doxycycline- (Dox-) inducible shRNA constructs and then used these constructs to create stable Kyse510 and Kyse30 cell lines. Knockdown efficiency of LSD1 and G9a in Kyse510 cells was confirmed at both the mRNA and protein levels (Figure 1(j)). As shown in Figure 1(k), Dox-induced knockdown of either LSD1 or G9a in Kyse510 cells significantly reduced both cell viability and colony formation. Moreover, we found that Dox-induced knockdown of LSD1 combined with UNC0642 treatment caused significantly more cell death compared to either treatment alone (Figure 1(l)); similarly, Dox-induced knockdown of G9a combined with SP2509 treatment also caused significantly more cell death compared to either treatment alone (Figure 1(m)), and similar results were obtained in Kyse30 cells (Figure S2g-i). Taken together, these data suggest that knocking down LSD1 and G9a increases the efficacy of UNC0642 and SP2509, respectively, at inducing death in ESCC cells, thus resembling the effects of pharmacologically inhibiting LSD1 and G9a.

### 2.3. LSD1 and G9a Confer Epigenetic Dependency to ESCC Cells in an *In Vivo* Model

To examine the *in vivo* effect of genetically reducing LSD1 and/or G9a expression, we used a xenograft mouse model in which Dox-inducible LSD1 or G9a knockdown ESCC cells Kyse510 were transplanted into mice, which were then given either regular drinking water (as a control) or drinking water containing 2 mg/ml Dox to induce shRNA-mediated knockdown in the transplanted ESCC cells. We found that compared to control-treated mice, Dox-induced knockdown of either LSD1 or G9a significantly reduced tumor growth, which was reflected by significantly reduced tumor volume and weight (Figures 2(a)–2(d)), without affecting total body weight (Figure S3a, c). In addition, Dox-induced LSD1 knockdown significantly increased both H3K4me2 and H3K9me2 levels (Figure S3b), whereas Dox-induced G9a knockdown decreased H3K9me2 levels (Figure S3d).

Given the potent, synergistic effect of inhibiting both LSD1 and G9a on the viability of cultured ESCC cells *in vitro*, we next tested whether pharmacologically inhibiting these two enzymes affects the *in vivo* viability of xenografted Kyse510 and Kyse30 ESCCs. We found that cotreating mice with SP2509 and UNC0642 significantly reduced ESCC tumor growth compared to vehicle-treated mice and compared to mice treated with either SP2509 or UNC0642 alone (Figures 2(e)–2(j)), again without affecting total body weight (Figure S3e-f). Histological analyses of Kyse510-derived xenograft tumors revealed robust morphological changes in mice cotreated with SP2509 and UNC0642, with extensive necrosis in the tumor center surrounded by degenerating tumor cells with intermingled nuclear debris (Figure 2(k)). Moreover, TUNEL and Ki67 staining revealed that SP2509 treatment alone, UNC0642 treatment alone, and cotreatment with both SP2509 and UNC0642 significantly increased apoptosis and reduced cell proliferation in the tumors, with the strongest effects measured in the cotreated group (Figure 2(k)). Thus, inhibiting both LSD1 and G9a significantly reduces tumor growth in our ESCC xenograft model.

LSD1 specifically removes methyl groups from H3K4me2 and H3K9me2, whereas G9a primarily catalyzes the methylation of H3K9. Our immunostaining experiments revealed that both H3K4me2 and H3K9me2 levels were significantly higher in tumors of SP2509-treated mice and mice treated with both SP2509 and UNC0642. In contrast, H3K9me2 levels were unchanged in mice treated with UNC0642 alone, possibly due to low basal levels of H3K9me2.

### 2.4. Increased LSD1 and G9a Expression Are Correlated with Poor Prognosis in Patients with ESCC

To examine whether LSD1 and/or G9a expression is correlated with the clinical and pathophysiological characteristics of EC, we analyzed The Cancer Genome Atlas (TCGA) database via the Ualcan (http://ualcan.path.uab.edu/index.html) and GEPIA (http://gepia.cancer-pku.cn) websites [23, 24]. We found that the mRNA levels of both *LSD1* and *G9a* were significantly higher in EC samples and several other tumor types compared to healthy tissues (Figure 3(a) and Figure S4a-b). When we stratified EC cases into two major histological subtypes (squamous cell carcinoma and adenocarcinoma), we found significantly higher levels of *LSD1* expression in squamous cell carcinomas compared to adenocarcinomas, but no difference in *G9a* expression between these two EC subtypes (Figure S4c). Moreover, we found a significant correlation between *LSD1* mRNA levels and *G9a* mRNA levels in human EC samples (Figure S4d), suggesting that these two genes may be coregulated in these tissues.

Next, we measured LSD1 and G9a protein levels in a tissue microarray consisting of 114 primary EC tissue samples (all derived from esophageal squamous cancer patients) and 63 matched adjacent (control) tissue samples by performing an immunohistochemistry assay; Supplementary Table S2 lists the clinical and pathological features of these 114 patients. As shown in Figures 3(b) and 3(c), both LSD1 and G9a levels were significantly higher in the ESCC samples than in control samples. Specifically, we found high levels of LSD1 protein in 89 out of 114 ESCC samples compared to 31 out of 63 control samples (78% vs. 49%, respectively; *p* < 0.001), and high levels of G9a protein in 68 out of 114 ESCC samples compared to 27 out of 63 control samples (60% vs. 43%, respectively; *p* < 0.05). Moreover, consistent with our mRNA analysis from the TCGA database, we found that LSD1 protein levels were significantly correlated with G9a proteins levels among the ESCC samples (*p* < 0.0001, *R* = 0.4658) (Figure 3(d)). Next, we analyzed the association between LSD1 and/or G9a expression and the pathological features of ESCC patients. As shown in Table 1, LSD1 expression was significantly correlated with patient age and T stage (Figure 3(e)), but not with sex, tumor grade, N stage, TNM stage, or expression of the markers p53, Ki67, PD-L1, or CD8. In contrast, G9a expression was significantly correlated with tumor grade and Ki67 expression (Figure 3(f)), but not with patient age, sex, T stage, N stage, TNM stage, or expression of p53, PD-L1, or CD8.

With respect to patient outcome, Kaplan–Meier survival curves revealed that patients with high tumor LSD1 expression (Figure 3(g)) and patients with high tumor G9a expression (Figure 3(h)) had poorer survival compared to patients with relatively low expression of these proteins. The median survival time of patients with high LSD1 expression—regardless of G9a expression—was 15 months, compared to 39 months for patients with low LSD1 expression (log-rank score: 4.686, *p* = 0.0304). Similarly, the median survival time of patients with high G9a expression—regardless of LSD1 expression—was also 15 months, compared to 23.5 months for patients with low G9a expression (log-rank score: 5.478, *p* = 0.0193). Notably, patients with high expression levels of both LSD1 and G9a had even worse survival, with a median survival time of only 13 months, significantly shorter than patients with high LSD1/low G9a expression (19 months) and patients with high G9a/low LSD1(51 months) expression (Figure 3(i)). Univariate and multivariate analyses also showed that LSD1 and/or G9a protein expression and TNM stage are significantly correlated with overall survival, while univariate analysis shows that the sex, T stage, and N stage are significantly correlated with overall survival (Table S3). To measure whether overexpression of LSD1, G9a, or both affects the *in vitro* growth of ESCCs, we performed a colony formation assay using Kyse150 cells and found that overexpressing LSD1 alone, G9a alone, or both LSD1 and G9a potently increased cell growth (Figures 3(j)–3(l)). Taken together, these clinical and *in vitro* results provide compelling evidence that LSD1 and/or G9a may serve as valuable prognostic markers as well as possible therapeutic targets for ESCC.

### 2.5. Integrative Transcriptomics Analyses of Pharmacological and Genetic Inhibition of LSD1 and G9a in ESCC Cells

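RNA from Kyse510 cells, an established human ESCC cell line, was sequenced as paired-end reads of 150 bases in 8 libraries, with 1 library per condition. In the pharmacological arm, cells received vehicle, 7 µM SP2509 (an inhibitor of LSD1), 7 µM UNC0642 (an inhibitor of G9a), or both inhibitors, for 2 days. In the genetic arm, cells carrying a Dox-inducible shLSD1 or shG9a construct were selected with puromycin for 14 days and were then either left without doxycycline or given doxycycline for 2 days. The sample labels describe the control of each knockdown as the same line without doxycycline, whereas the legend of Figure 4 names cells expressing a nonsilencing shRNA (shNC), and no shNC library was analysed here. The authors removed low-quality and contaminated reads, mapped the rest to the human genome (GRCh38.87), and deposited FPKM values (fragments counted on a gene, scaled by its length and by the library total) in 2 tables, one for each arm. The aligner and the counting tool are not named in the paper's text.
Reads were estimated from the FPKM values, since whole reads that match the values exist for all but 1 gene in each table. Several gene lengths can fit the same values. In simulated libraries the exact reads were found for 97.9% of 29749 genes. The simulated lengths were those already chosen by the same rule, so this does not show how often the chosen length is right in the real libraries. The library totals estimated in this way were 15662035 reads for vehicle, 17804295 for SP2509, 17889466 for UNC0642, and 16880224 for the combination. In the shLSD1 line they were 17754601 without and 17507907 with doxycycline, and in the shG9a line 16540175 without and 17318283 with doxycycline. Fold changes were computed as (FPKM + 1) of the treated library over (FPKM + 1) of its control, a scale that understates the change of lowly expressed genes. A gene was called when its fold change was at least 1.3 in either direction, its FPKM was at least 1 in at least 1 of the 2 libraries, and the unadjusted p from a two-sided exact binomial test of its reads was below 0.05. That test compares 2 libraries and not 2 conditions, and no difference between conditions has a replicate check, since each condition has 1 library.
The knockdowns were checked first on their own targets. KDM1A (ENSG00000004487), which encodes LSD1 and lies on chromosome 1 from 23019448 to 23083689, had 26.0 FPKM in the shLSD1 line without doxycycline and 6.29 FPKM with it, and fell by 1.89 on the log2 scale (exact binomial p = 1.93e-270). In the shG9a line, KDM1A rose from 26.4 to 35.8 FPKM. EHMT2 (ENSG00000204371), which encodes G9a and lies on chromosome 6 from 31879759 to 31897687, had 7.85 FPKM in the shG9a line without doxycycline and 4.76 FPKM with it, and fell by 0.62 on the log2 scale (exact binomial p = 3.42e-22). In the shLSD1 line it was nearly level, at 8.00 and 7.97 FPKM. Among the inhibitor libraries, KDM1A had 40.7 FPKM with vehicle, 36.2 with SP2509, 40.3 with UNC0642, and 32.0 with the combination. EHMT2 had 11.1 FPKM with vehicle, 10.2 with SP2509, 10.3 with UNC0642, and 5.38 with the combination.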

Next, we performed global gene expression profiling to investigate the effects of targeting LSD1 and/or G9a in ESCC cells using either pharmacological or genetic approaches combined with RNA sequencing (RNA-seq) analysis. 

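In the shLSD1 line, doxycycline was accompanied by 2945 upregulated and 1348 downregulated genes, and SP2509 by 2435 upregulated and 5004 downregulated genes relative to vehicle. Of the 11769 genes that passed the filter on FPKM in both comparisons, 259 were upregulated and 189 were downregulated in both, against 214 and 243 once the median of each comparison was set to 0. A further 2215 genes were called in both comparisons with opposite directions: 1590 rose in the shLSD1 line and fell with SP2509, and 625 did the reverse. The fold threshold moved these numbers most, since at a fold change of at least 2 there were 16 genes upregulated and 14 downregulated in both. The median log2 fold change of genes with at least 5 FPKM in both libraries was 0.12 in the shLSD1 line and -0.10 with SP2509, so a part of the calls in each comparison lies on the side of this shift.
Ranked by the smaller of the 2 changes, the largest shared increases were those of RNU7-75P, PDZK1IP1 and SAA1. RNU7-75P is a 62-base small nuclear RNA gene counted from few reads (1 and 8 in the shLSD1 line, 3 and 50 with vehicle and SP2509), which limits its fold change. PDZK1IP1 rose from 19.7 to 80.2 FPKM in the shLSD1 line and from 1.29 to 10.2 FPKM with SP2509. SAA1, whose reads the counting could have split with its close paralogs, rose from 6.16 to 45.8 FPKM and from 2.59 to 11.7 FPKM, respectively. The largest shared decreases were those of MIR149, SEL1L and HSPA5. MIR149, an 89-base gene, again rested on few reads (20 and 5 in the shLSD1 line, 4 and 0 with vehicle and SP2509). SEL1L fell by 1.58 and HSPA5 by 1.56 on the log2 scale in the shLSD1 line, and by 1.61 and 1.52 with SP2509.

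**Figure D1:**
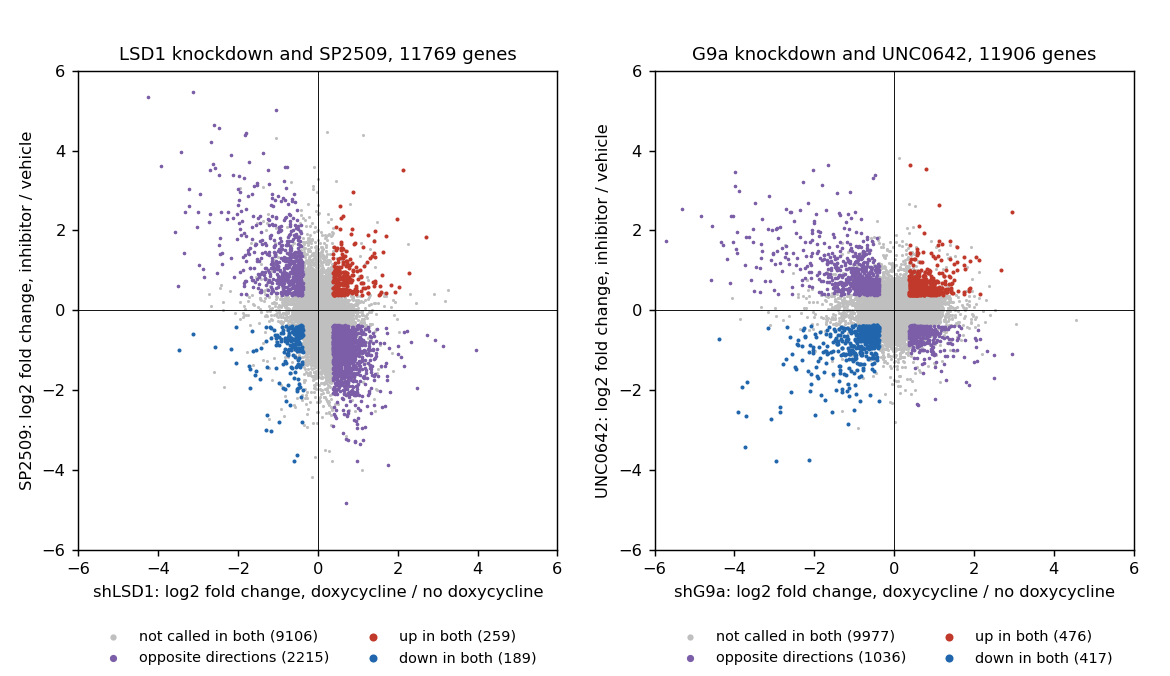
Each point is a gene that passed the filter in both comparisons, with its log2 fold change after knockdown on the horizontal axis and with the inhibitor of the same enzyme on the vertical axis, for LSD1 (left, 11769 genes) and G9a (right, 11906 genes). Red points were called up in both (259 and 476 genes), blue points down in both (189 and 417), purple points in opposite directions (2215 and 1036), and the remaining genes are grey.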

We found that inhibiting LSD1 led to a total of 485 upregulated genes and 454 downregulated genes (defined as *p* < 0.05 and a fold change in either direction of ≥1.3) compared to the corresponding control groups (Figure 4(a)). 

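The biological process terms that the deposited tables attach to each gene were counted among the genes changed by both shLSD1 and SP2509. Terms were matched by exact name, and genes of narrower terms were not added. A count may therefore cover only a part of the paper's term of the same name. Over all 11769 genes that could have been called, 2.20% were up and 1.61% were down, which is the level a term is compared with. Of 431 genes annotated to the apoptotic process, 19 were up (4.41%) and 10 were down (2.32%). Among 279 genes annotated to negative regulation of cell proliferation, 10 were up and 8 were down. The smaller term positive regulation of cell death covered 26 genes, of which 0 were up and 2 were down. Positive regulation of apoptotic process leaned the other way, with 9 of 232 genes up (3.88%) and 3 down (1.29%). For response to endoplasmic reticulum stress, 2 of 67 genes were up and 6 were down (8.96%). These are counts in single libraries, and the genes of a term are not independent replicates, so no p-value is given for them.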

Gene Set Enrichment Analysis (GSEA) using the web-based portal Metascape (a gene annotation and analysis resource available at https://metascape.org) [25] revealed that genes involved in “positive regulation of cell death,” “negative regulation of cell proliferation,” “apoptosis,” “response to ER stress (endoplasmic reticulum stress),” and “protein processing in ER” were differentially expressed (Figure 4(b)). These differentially regulated genes, which include *ADORA1*, *TXNIP*, *IDO1*, and *ASCL2*, are shown in Figure 4(c). 

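All 18 genes drawn in Figure 4(c) changed in the same direction in the shLSD1 line and with SP2509, and 10 of them passed the fold, FPKM and read criteria in both comparisons. The paper drew these genes as changed in its own analysis of this RNA-seq, so their shared direction was given beforehand and is not independent evidence. The 7 upregulated ones were TXNIP, IDO1, PMAIP1, CEACAM1, BCHE, IFIT3 and TIMP2, and the 3 downregulated ones were GJB6, VEGFA and PRODH. TXNIP (ENSG00000265972, chromosome 1 from 145992435 to 145996600) rose from 1.15 to 7.18 FPKM in the shLSD1 line, a log2 fold change of 1.93 (exact binomial p = 2.46e-69), and from 1.18 to 1.98 FPKM with SP2509, a log2 fold change of 0.45 (exact binomial p = 0.00054). IDO1 (ENSG00000131203, chromosome 8 from 39902275 to 39928444) rose from 1.54 to 6.71 FPKM and from 0.509 to 1.79 FPKM, respectively. ADORA1 (ENSG00000163485, chromosome 1) stayed below 1 FPKM in all 8 libraries. It had 3 reads without and 27 with doxycycline in the shLSD1 line, 9.13-fold higher as a ratio that rests on few reads. There were 2 reads with vehicle against 8 with SP2509, a difference that the reads do not separate (exact binomial p = 0.117). ASCL2 (ENSG00000183734, chromosome 11) fell from 1.46 to 0.524 FPKM in the shLSD1 line (exact binomial p = 0.000156), and had 12 reads with vehicle against 1 with SP2509, at least 4.54-fold lower. Both of the latter 2 libraries lie below 1 FPKM, so ASCL2 was not called in the SP2509 comparison.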

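Split by direction, some terms held genes changed by both shLSD1 and SP2509 in 1 direction only, and others held both. For release of cytochrome c from mitochondria, 5 of 22 genes were up (22.7%) and 0 were down. The apoptotic signaling pathway held both, with 5 of 44 genes up (11.4%) and 2 down (4.55%, against 1.61% of all genes). On the other side, 4 of the 10 genes annotated to protein folding in the endoplasmic reticulum were down (40.0%) and 0 were up. The IRE1-mediated unfolded protein response covered 46 genes, of which 4 were down (8.70%) and 0 were up. For the endoplasmic reticulum unfolded protein response, 2 of 42 genes were down and 0 were up, and for response to unfolded protein 3 of 45 were down and 0 were up. Each of these proportions rests on 5 or fewer genes, and the calls compare single libraries.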

We further analyzed these upregulated and downregulated genes and found that the significantly upregulated pathways involved apoptosis and the release of cytochrome c from mitochondria (Figure S5a), while the significantly downregulated pathways included the response to ER stress, protein folding in the ER, and the IRE1-mediated unfolded protein response (Figure S5b).

In addition, we found that inhibiting G9a led to a total of 888 upregulated genes and 637 downregulated genes (Figure 4(d)). 

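Doxycycline in the shG9a line was accompanied by 3922 upregulated and 2065 downregulated genes, and UNC0642 by 2090 upregulated and 1857 downregulated genes. Of 11906 genes that passed the filter in both comparisons, 476 were upregulated in both and 417 were downregulated in both, a split that reversed when the ratios were centred on their median (360 up and 518 down). Opposite directions were seen for 1036 genes, of which 386 rose in the shG9a line and fell with UNC0642 and 650 did the reverse. With a fold threshold of 2, the genes changed in both numbered 23 up and 81 down. The median log2 fold change of genes with at least 5 FPKM in both libraries was 0.15 in the shG9a line and -0.004 with UNC0642. The largest shared increases were those of AC079466.1, IGFL2-AS1 and CAPNS2. AC079466.1, a long noncoding RNA gene, had 10 and 601 reads in the shG9a line and 17 and 467 reads with vehicle and UNC0642. IGFL2-AS1 is an antisense gene, and whether reads were counted by strand is not stated. The largest shared decreases were those of DDIT3, HERPUD1 and SDF2L1. DDIT3 fell from 59.5 to 3.58 FPKM in the shG9a line, a log2 fold change of -3.72, and from 70.6 to 5.70 FPKM with UNC0642, a log2 fold change of -3.42. HERPUD1 fell by 2.96 and SDF2L1 by 3.09 on the log2 scale in the shG9a line, and by 3.79 and 2.72 with UNC0642.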

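Of the 11906 genes compared for G9a, 4.00% were up and 3.50% were down in both the shG9a line and UNC0642. Of 46 genes annotated to response to unfolded protein, 6 were up (13.0%) and 7 were down (15.2%), and of 69 annotated to response to endoplasmic reticulum stress, 1 was up and 15 were down (21.7%). All 20 genes drawn in Figure 4(f) changed in the same direction in both comparisons, and 17 of them were called in both, 4 up (HSPA8, DNAJA1, HSPA2 and SERPINB3) and 13 down. Their shared direction follows from how the paper selected them in this RNA-seq.
HSPA8 (ENSG00000109971), on chromosome 11 from 123057489 to 123063230, rose from 66.6 to 279 FPKM in the shG9a line, a log2 fold change of 2.05, and from 99.4 to 253 FPKM with UNC0642, a log2 fold change of 1.34. HSPA8 has many processed pseudogenes that could share its reads. EIF2AK3 (ENSG00000172071, chromosome 2), which encodes PERK, fell from 3.53 to 2.31 FPKM and from 8.21 to 3.05 FPKM, log2 fold changes of -0.45 (exact binomial p = 1.16e-06) and -1.19 (exact binomial p = 4.97e-51). ATF6 (ENSG00000118217, chromosome 1) fell by 0.62 on the log2 scale in the shG9a line and by 0.53 with UNC0642. ATF4 (ENSG00000128272, chromosome 22) fell from 292 to 164 FPKM and from 255 to 186 FPKM. DNAJB9 (ENSG00000128590, chromosome 7) fell from 15.3 to 4.58 FPKM and from 23.6 to 3.23 FPKM. HSPA1L (ENSG00000204390, chromosome 6) stayed below 1 FPKM in these 4 libraries, with 7 and 39 reads in the shG9a line (exact binomial p = 2.34e-06) and 9 and 27 reads with vehicle and UNC0642 (exact binomial p = 0.0113). It was not called, since it stayed under the filter of 1 FPKM and its fold change with UNC0642 was also just short of 1.3 with the pseudocount. Its reads could be shared with its neighbours HSPA1A and HSPA1B, which are close copies.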

GSEA revealed that genes involved in ER-associated pathways, including “response to unfolded protein,” “protein processing in ER,” “regulation of response to ER stress,” and “ATF6 activates chaperone genes,” were differentially expressed (Figure 4(e)); these genes include *HSPA1L*, *HSPA8*, *EIF2AK3*, *ATF6*, *ATF4*, and *DNAJB9* (Figure 4(f)). 

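Supplementary Table S4 holds 132 genes with a log2 fold change for the shG9a knockdown and one for UNC0642, 58 of them listed as up and 74 as down. The ratios of the deposited FPKM values without a pseudocount were within 0.001 of the table's log2 values for 132 of the UNC0642 values and for 130 of the knockdown values, when the shG9a line with doxycycline was divided by the same line without doxycycline. The other 2 knockdown values belong to genes listed at 0 in one of these libraries, for which no ratio exists. With the uninduced shLSD1 library as the denominator, 1 knockdown value was within that distance. All 132 genes had p below 0.05 from their reads in both comparisons. With the pseudocount of 1 and the filter of 1 FPKM, 44 of the 58 were called up and 68 of the 74 were called down.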

The differentially regulated genes in the “response to unfolded protein” and “protein processing in ER” pathways are listed in Supplementary Table S4. 

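Among the genes changed by both shG9a and UNC0642, 14 of the 430 annotated to the apoptotic process were up (3.26%) and 21 were down (4.88%). For positive regulation of apoptotic process, 8 of 240 genes were up and 9 were down. For release of cytochrome c from mitochondria, 2 of 23 genes were up and 0 were down. In the apoptotic signaling pathway, 1 of 45 genes was up and 5 were down (11.1%). Among the called genes of the following ER terms, more were down than up. For the endoplasmic reticulum unfolded protein response, 12 of 42 genes were down (28.6%) and 0 were up, and for the IRE1-mediated unfolded protein response 11 of 46 were down (23.9%) and 2 were up. Of 9 genes annotated to protein folding in the endoplasmic reticulum, 4 were down and 0 were up. For the ER-associated ubiquitin-dependent protein catabolic process, which covers ERAD, 9 of 69 genes were down (13.0%) and 1 was up. HERPUD1, which encodes a component of ERAD, had 69.1 and 7.99 FPKM in the shG9a line without and with doxycycline.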

Further analysis revealed that apoptosis-related genes were also upregulated, while the downregulated signaling pathways included the response to ER stress, the ER-nucleus signaling pathway, the ubiquitin-dependent ERAD (ER-associated degradation) pathway, regulation of the ER unfolded protein response, and protein folding in the ER (Figure S5c-d).

Finally, with respect to simultaneously inhibiting or silencing LSD1 and G9a, our analysis revealed a total of 981 upregulated genes and 795 downregulated genes (Figure 4(g)). 

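For the combination, the libraries analysed here cover the inhibitor side, and the cells with both genes silenced were not analysed here. With SP2509 and UNC0642 together, 4035 genes were upregulated and 4049 were downregulated relative to vehicle, of 13907 genes that passed the filter. At a fold threshold of 2 there were 1665 upregulated and 1181 downregulated genes. The largest increases were those of SPRR2A, LCE3D and SPRR1A, which are genes of the epidermal differentiation cluster on chromosome 1. SPRR2A had 0 reads with vehicle and 931 with the combination, at least 287-fold higher, and its reads could be shared with other SPRR2 genes. LCE3D had 1 and 535 reads (at least 165-fold higher), and SPRR1A had 1 and 231 reads (at least 71.4-fold higher). The largest decreases were those of MIR205HG, from 51.1 to 2.81 FPKM, of SOX2, from 18.3 to 0.637 FPKM, and of ID1, from 344 to 29.7 FPKM.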

GSEA revealed that genes involved in “apoptotic signaling pathway,” “response to ER stress,” and “negative regulation of cell cycle” were differentially regulated (Figure 4(h)), including *SFRP2*, *TNF*, and *DUSP1* (Figure 4(i)). 

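In the library treated with both inhibitors, 29.0% of the genes that passed the filter were up and 29.1% were down relative to vehicle. Of 48 genes annotated to the apoptotic signaling pathway, 23 were up (47.9%) and 14 were down (29.2%). Negative regulation of cell cycle covered 32 genes, with 17 up (53.1%) and 6 down (18.8%). For response to endoplasmic reticulum stress, 24 of 72 genes were up (33.3%) and 26 were down (36.1%). The IRE1-mediated unfolded protein response leaned up, with 18 of 47 genes up (38.3%) and 12 down (25.5%). The endoplasmic reticulum unfolded protein response leaned down, with 10 of 42 genes up (23.8%) and 17 down (40.5%). All 20 genes drawn in Figure 4(i) changed in the direction drawn there, which follows from their selection in this RNA-seq. Of these, 15 were called, 13 up and 2 down (PARP1 and FGFR3). TNF (ENSG00000232810, chromosome 6 from 31575567 to 31578336) rose from 0.800 to 3.57 FPKM, a log2 fold change of 1.34 (exact binomial p = 1.14e-12). DUSP1 (ENSG00000120129, chromosome 5 from 172768090 to 172771195) rose from 4.52 to 110 FPKM, a log2 fold change of 4.33, and with SP2509 alone it reached 115 FPKM. In the genetic arm both genes moved the other way. DUSP1 went from 32.9 to 8.57 FPKM in the shLSD1 line and from 37.1 to 4.80 FPKM in the shG9a line, and TNF from 17 to 5 reads and from 16 to 1 read.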

The *SFRP2* (secreted frizzled-related protein 2) gene encodes an antagonist in the Wnt signaling pathway and has been reported to play an antitumorigenic role in colorectal cancer; moreover, its expression is associated with increased H3K4me2 levels at the gene's promoter, which is occupied by LSD1 in specific regions [26]. Recently, Liu et al. reported a loss of SFRP2 expression in esophageal squamous cell carcinoma tissues [27]. These findings are supported by our RNA-seq analysis showing that inhibiting both LSD1 and G9a causes the significant upregulation of SFRP2 expression. 

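SFRP2 (ENSG00000145423) lies on chromosome 4 from 153780592 to 153789120 and was close to the detection limit in all 8 libraries. It had 0 reads with vehicle, 0 with SP2509, 2 with UNC0642 and 7 with the combination (0.204 FPKM). In the comparison of the combination with vehicle, the fold change is at least 2.16, taken against a floor of 3 reads, and the exact binomial p was 0.0161. The gene did not reach 1 FPKM in either library, its fold change with the pseudocount was 1.20, short of 1.3, and it was not called. It was called up only with no pseudocount and no filter on low values, a setting chosen after the data were seen. The log2 values of Supplementary Table S4, which covers G9a, also carry no pseudocount, so the paper may have called SFRP2 on that scale. In the knockdown lines, SFRP2 had 0 and 3 reads (shLSD1) and 1 and 3 reads (shG9a) without and with doxycycline, so no difference was detectable there at this depth. The paper proposes a protective role of this gene from its RNA-seq result together with the cited reports on its role in colorectal cancer, on H3K4me2 and LSD1 at its promoter, and on its loss in ESCC tissue.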

Together, these data indicate that SFRP2 may play a protective role against the progression of esophageal cancer. Notably, genes involved in apoptosis and in the negative regulation of cell proliferation were also significantly upregulated upon inhibition of both LSD1 and G9a (Figure S5e); in contrast, genes involved in the ubiquitin-dependent ERAD pathway were significantly downregulated (Figure S5f).

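Of 469 genes annotated to the apoptotic process, 172 were up (36.7%) and 128 were down (27.3%) with the combination. For positive regulation of apoptotic process, 108 of 264 genes were up (40.9%) and 67 were down (25.4%). Positive regulation of cell death leaned the other way, with 8 of 28 genes up (28.6%) and 13 down (46.4%). Matched by exact name, this term covers few genes and may be only a part of the paper's term. Negative regulation of cell proliferation covered 315 genes, of which 127 were up (40.3%) and 76 were down (24.1%). For the ER-associated ubiquitin-dependent protein catabolic process, 23 of 69 genes were down (33.3%) and 19 were up (27.5%). A list of genes of intrinsic apoptosis, written before the data were examined, had a median log2 fold change of 0.83 over its 19 expressed genes, with 18 higher and 1 lower than in the vehicle library. That median exceeded those of all 10000 random lists of the same size matched on mean expression (percentile 100). In the other comparisons the list lay inside the central 95% of random lists. Its percentile was 94.6 with SP2509, 59.0 with UNC0642, 89.5 in the shLSD1 line and 94.3 in the shG9a line. PMAIP1 rose from 22.2 to 48.0 FPKM (exact binomial p = 2.01e-78), BAX from 16.3 to 37.9 FPKM (exact binomial p = 9.22e-83), and BCL2L11 from 6.14 to 14.0 FPKM (exact binomial p = 8.92e-76). These are RNA levels, and the paper reports no significant change of Bax or Bcl-2 protein in treated cells.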

### 2.6. Inhibiting Both LSD1 and G9a in ESCC Cells Induces S-Phase Arrest and Apoptosis

To identify the molecular mechanism by which inhibiting LSD1 and G9a in ESCC cells causes cell death, we examined cell cycle progression, cell proliferation, and cellular apoptosis using flow cytometry. We found that treating cells with both SP2509 and UNC0642 caused a marked increase in S-phase arrest compared to vehicle-treated control cells (Figure 5(a)); moreover, treating cells with either SP2509 alone or UNC0642 alone induced S-phase arrest in a dose-dependent manner, with UNC0642 having a less potent effect than SP2509 (Figure S6a-b). To confirm these findings, we measured S-phase-associated proteins and found that p-CDK2 was downregulated, and p-Chk1 was upregulated in cells treated with SP2509 alone and in cells treated with both SP2509 and UNC0642. Moreover, cells treated with both SP2509 and UNC0642 had reduced levels of all S-phase-associated proteins measured, including total Rb, p-Rb, E2F1, cyclin A, CDK2, p-CDK2, and p-Chk2 (Figure 5(b)). In addition, we performed an EdU incorporation assay and found that proliferation was reduced in cells treated with SP2509 alone and in cells treated with both SP2509 and UNC0642 (Figure 5(c)). Finally, the DNA synthesis inhibitor hydroxyurea further increased cell death induced by SP2509 and/or UNC0642 (Figure S6c).

Using flow cytometry, we also found that cotreating ESCC cells with SP2509 and UNC0642 significantly increased apoptosis (Figure 5(d) and Figure S6d); moreover, both SP2509 alone and UNC0642 alone induced apoptosis in a dose-dependent manner, with UNC0642 having a more potent effect than SP2509 (Figure S6e). In addition, various apoptosis inhibitors, including Z-VAD-FMK, Z-DEVD-FMK, and emricasan, significantly reduced apoptosis induced by UNC0642, but had no effect on apoptosis induced by treating cells with SP2509 alone or treating cells with both SP2509 and UNC0642 (Figure S6f-g). We then measured apoptosis-associated proteins in ESCC cells and found that cotreating cells with SP2509 and UNC0642 group increased cleaved caspase-3, cleaved caspase-8, and cleaved PARP protein levels and decreased XIAP protein levels (Figures 5(e) and 5(f)), supporting the notion that simultaneously inhibiting LSD1 and G9a induces apoptosis in ESCC cells. As an additional test of this hypothesis, we performed a viability assay using LCL161, a SMAC (second mitochondrial activator of caspase) mimetic that binds to and inhibits IAPs (inhibitor of apoptosis proteins) such as XIAP and c-IAP. We found that LCL161 significantly increased the death of ESCC cells induced by SP2509 and/or UNC0642 (Figure S6h).

Interestingly, we found that treating cultured ESCC cells with SP2509 led to reduced cell numbers and enlarged cell size, with increased numbers of vacuoles; in contrast, treating cells with UNC0642 had little effect on cellular morphology, while cotreating cells with both SP2509 and UNC0642 led to massive levels of cell death and severe morphological changes (Figure 5(g)). We examined these changes in further detail using transmission electron microscopy and found abnormal cellular morphology in cells treated for 2 days with SP2509 alone, UNC0642 alone, or both SP2509 and UNC0642, with the most severe changes observed in the cells treated with both inhibitors; in addition, we observed nuclear pyknosis in all treated groups, as well as vacuoles in cells treated with SP2509 either alone or in combination with UNC0642 (Figure 5(h)). We also observed severely damaged mitochondria in cells cotreated with SP2509 and UNC0642, including disrupted cristae, mitochondrial swelling, and mitochondrial shrinkage (Figure 5(i)). Finally, we observed swollen ER (Figure 5(j)) and severely damaged organelles in cells cotreated with SP2509 and UNC0642 (Figure 5(k)).

Taken together, these results indicate that inhibiting both LSD1 and G9a causes death in ESCC cells by inducing apoptosis, S-phase arrest, and severe damage to multiple organelles.

### 2.7. Targeting ER Stress Sensitizes ESCC Cells to the Effect of Inhibiting LSD1 and G9a

Lastly, we examined whether ER stress plays a role in mediating the effects of inhibiting LSD1 and G9a in ESCC cells by measuring the mRNA levels of various ER stress-related genes in cells treated with vehicle, SP2509, UNC0642, or both inhibitors. Consistent with our RNA-seq data, we found that treated cells had significantly downregulated mRNA levels of the ER stress-related genes, including*Bip*, *PERK*, *ATF4*, *Chop*, *ATF6*, *IRE1α*, unspliced *XBP1* (*XBP1us*), spliced *XBP1* (*XBP1s*), and *DNAJB9* (Figure 6(a)). In addition, Western blot analysis showed that PERK, p-PERK, eIF2*α*, ATF4, Chop, IER1*α*, p-IER1*α*, and ATF6 protein levels were decreased in cells treated with SP2509 alone and in cells treated with both SP2509 and UNC0642; in contrast, treating cells with UNC0642 alone had no effect on the levels of these ER stress-related proteins (Figure 6b). Given that “response to unfolded protein” and “protein processing in ER” ranked at the top of the pathways significantly affected by inhibiting G9a, we examined the effect of treating cells with AUY-922, an inhibitor of heat shock protein 90 (HSP90), a chaperone protein that helps stabilize partially folded proteins. We found that AUY-922 significantly increased UNC0642-induced cell death (Figure S7a) and suppressed colony formation in a concentration-dependent manner (Figure S7b), indicating that the unfolded protein response is affected by inhibiting G9a in ESCC cells.

Next, we tested whether inducing ER stress altered the effects of inhibiting LSD1 and/or G9a in ESCC cells. We found that treating cells with tunicamycin—an inducer of ER stress—decreased cell viability but had no further effect on cell viability in cells treated with SP2509 alone, UNC0642 alone, or both SP2509 and UNC0642 (Figure S7c). However, we found that although treating ESCC cells with GSK2606414—a cell-permeable inhibitor of PERK (protein kinase R-like ER kinase), a sensor of ER stress—also had no effect on cell viability, it increased the effects of SP2509 and UNC0642 with respect to reducing cell viability (Figure S7d). In addition, we found that the ER stress modulator azoramide (Azo)—which improves ER protein folding and activates ER chaperones to protect cells against ER stress in multiple systems—not only induced cell death in a concentration-dependent manner (Figure S7e) but also significantly increased the sensitivity of ESCC cells to SP2509 and/or UNC0642 (Figure 6(c) and Figure S7f). Moreover, treating cells with Azo together with SP2509 and/or UNC0642 significantly reduced colony formation (Figure 6(d) and Figure S7g). Given that the Bcl-2 protein family has been reported to play an important role in controlling ER stress-induced apoptosis [28], we also measured the protein levels of Bcl-2 and Bax, but found no significant difference between groups (Figure S7h).

Finally, we examined whether modulating ER stress *in vivo* can affect tumor growth in our xenograft mouse model. We found that treating xenograft recipient mice with Azo together with SP2509 alone, UNC0642 alone, or both SP2509 and UNC0642 significantly reduced Kyse30-derived tumor growth compared to control-treated mice, with the strongest effect observed in mice that received triple treatment with Azo, SP2509, and UNC0642 (Figures 6(e)–6(g)), with no effect on body weight (Figure S8g); similar results were obtained in mice carrying tumors derived from Kyse180 cells (Figure S8). Taken together, these results support the notion that inhibiting LSD1 and G9a sensitizes ESCC cells to the effects of inhibiting ER stress both *in vitro* and *in vivo*, indicating that ER stress plays a role in ESCC.

## 3. Discussion

Here, we report that LSD1 and G9a synergistically promote cell growth in ESCC, and we provide preclinical evidence supporting the combined inhibition of LSD1 and G9a as a novel and promising strategy for treating ESCC. In addition, we show that ESCC cells require LSD1 and G9a for survival based on shRNA-mediated gene silencing. With respect to the underlying mechanism, we show that coinhibiting LSD1 and G9a induces apoptosis and S-phase arrest and downregulates ER stress-related pathways.

LSD1, the first identified histone demethylase, is well characterized as a transcriptional repressor by interacting with either the CoREST or NuRD repressor complex and by demethylating enhancer-associated H3K4me1/H3K4me2 [29–31]. Moreover, LSD1 may also function as an upstream activator of androgen receptor signaling in prostate cancer [32, 33]. Interestingly, a growing body of evidence suggests that LSD1 can serve as an oncogene by demethylating nonhistone proteins such as p53, DNMT1, E2F1, STAT3, and MYPT1 in a variety of cancer types [34–36]. However, although LSD1 has been linked to esophageal cancer, the underlying mechanisms and clinical implications are unknown [37, 38]. Here, we provide functional data showing that LSD1 is required for ESCC growth, based on our *in vitro* and *in vivo* experiments using the LSD1-specific inhibitor SP2509 and shRNA-mediated LSD1 knockdown, indicating that LSD1 may serve as a viable target and prognostic biomarker for ESCC.

G9a was the second identified histone lysine methyltransferase, and its primary function is the methylation of H3K9, a marker of silent euchromatin, which is important for transcription, signal transduction, cell proliferation, and differentiation [39]. Similar to LSD1, G9a can also catalyze nonhistone substrates, including p53, WIZ, CDYL1, CSB, ACINUS, HDAC1, DNMT1, and KLF12 [40]. High expression levels of G9a have been reported in a variety of cancer types, including colon cancer, liver cancer, and metastatic ovarian cancer [41–43]. In addition to its function as a repressor of specific transcription factors, G9a can also serve as an activator, requiring other coactivators such as CARM1 and P300 to drive gene expression [44, 45]. Although Zhong et al. previously reported that G9a is associated with ESCC, its role in tumorigenesis is currently unclear [46]. Using the G9a-specific inhibitor UNC0642 and shRNA to inhibition and knockdown G9a, respectively, we found that targeting G9a promotes ESCC cell death by inducing apoptosis.

Importantly, we also found that cotreatment with both SP2509 and UNC0642 induced apoptosis and S-phase arrest in ESCC cells both *in vitro* and in our *in vivo* xenograft model. In addition, we found that severe cell morphological changes were present in ESCCs co-treated with both SP2509 and UNC0642, including increased vacuoles and nuclear pyknosis, mitochondrial changes, and swollen ER.

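Lists of ER stress genes written before the data were examined were compared with 10000 random lists of the same size matched on mean expression, as a description of these libraries. With SP2509, the median log2 fold change was -1.31 over 27 targets of the unfolded protein response, -1.53 over 32 ATF4 targets, and -0.79 over 25 ERAD genes, and each of these medians was below all random lists. With UNC0642, the corresponding medians were -1.02, -1.14 and -0.09, of which the first 2 were below all random lists and the ERAD median lay at percentile 9.86. With both inhibitors, the medians were -0.38 (percentile 0.36), -0.54 (percentile 0) and 0.08 (percentile 66.6), so all 3 lists fell less with the combination than with either inhibitor, and the ERAD median was above 0. Centring each comparison on its median and setting the pseudocount to 0.1 left the signs of these 9 medians as they were.
The terms of the deposited annotation with 20 to 500 expressed genes were also ranked by the percent of their genes called down, a ranking added after the data were seen. Among 934 terms with UNC0642, the endoplasmic reticulum unfolded protein response ranked 3 (40.5% of 42 genes, against 14.0% of all genes) and response to endoplasmic reticulum stress ranked 11 (29.6% of 71 genes). Among 933 terms with SP2509, they ranked 40 (53.5% of 43 genes, against 37.5% of all genes) and 60 (50.0% of 70 genes). With the combination they ranked 126 and 226 of 975 terms. The ranks depended on the fold threshold: at a fold change of at least 2, the term for the ER stress response moved to rank 6 with SP2509. The term tRNA aminoacylation for protein translation ranked 1 with UNC0642 (48.6% of 37 genes down) and 3 with SP2509 (64.9%). By median log2 fold change instead, response to endoplasmic reticulum stress ranked 25 with UNC0642, 81 with SP2509 and 482 with the combination. By the same measure, the endoplasmic reticulum unfolded protein response ranked 9, 33 and 138, respectively.

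**Figure D2:**
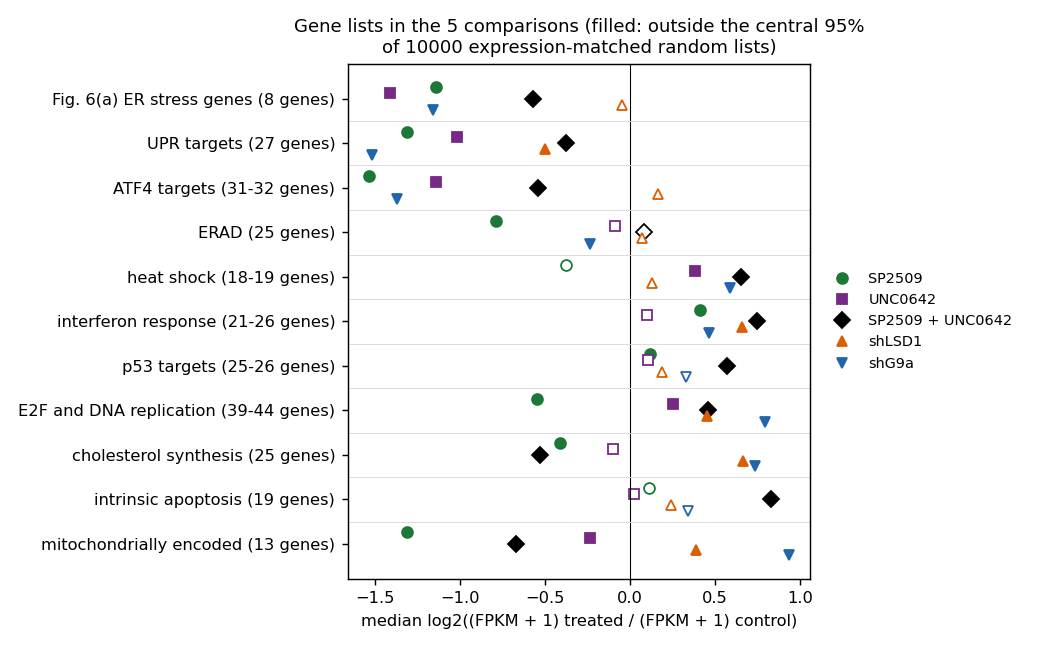
Median log2 fold change, (FPKM + 1) of treated over control, of 11 gene lists in the 5 comparisons, with 1 library per condition and symbols filled where the median lies outside the central 95% of 10000 random lists matched on expression. The medians of the unfolded protein response targets run from -1.31 with SP2509 and -1.02 with UNC0642 to -0.38 with both inhibitors.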

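In the same inhibitor libraries, 8 single genes of the ER stress response were read, namely HSPA5 (BiP), EIF2AK3 (PERK), ATF4, DDIT3 (CHOP), ATF6, ERN1 (IRE1α), XBP1 and DNAJB9, which are the genes named in Figure 6(a). Their median log2 fold change was -1.14 with SP2509, -1.41 with UNC0642 and -0.57 with both inhibitors. With UNC0642 all 8 were called down, with SP2509 7 were (ATF4 fell by 0.28 on the log2 scale, short of the fold threshold), and with both inhibitors 4 were called down and 1, ATF4, was called up. PERK had 3.37 FPKM with SP2509 and 7.70 FPKM with the combination, a level that the reads do not separate from vehicle (exact binomial p = 0.23). ERN1 (ENSG00000178607, chromosome 17 from 64039142 to 64130819) had 4.84 FPKM with vehicle, 1.53 with SP2509, 1.78 with UNC0642 and 4.88 with the combination (exact binomial p = 0.885), where its direction flips when the ratios are centred. ATF6 had 18.6 FPKM with vehicle, 12.0 with SP2509, 12.6 with UNC0642 and 9.42 with the combination, and was lowest with both inhibitors. ATF4 had 210 FPKM with SP2509 and 360 with the combination, a log2 fold change of 0.50 over vehicle (exact binomial p = 1.99e-162). HSPA5 (ENSG00000044574, chromosome 9) had 1462 FPKM with vehicle, 511 with SP2509, 251 with UNC0642 and 627 with both inhibitors.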

Our RNA-seq analysis revealed that ER stress-related signaling pathways were markedly changed in ESCC cells treated with SP2509 and/or UNC0642, and these pathways ranked as the most downregulated pathways in cells treated with either drug alone. The ER stress signaling pathways—collectively known as the unfolded protein response (UPR)—are required for maintaining ER function [47]; if ER function is disrupted, the UPR pathway triggers cell death. The ER stress-induced cellular response is mediated by three ER transmembrane receptors called PERK, ATF6, and IRE1 [48]. Moreover, ATF4 was previously shown to be upregulated in ESCC, contributing to the progression of esophageal cancer [49]. However, whether the ER stress pathway plays a functional role in the pathogenesis of esophageal cancer remains an open question. Here, we found that genes involved in the ER stress and UPR pathways, including *PERK*, *ATF4*, *IRE1α*, and *ATF6*, are significantly downregulated in ESCC cells treated with LSD1 and/or G9a inhibitors. Notably, we also found that modulators of ER stress act synergistically with LSD1 and G9a inhibitors to further increase the death of ESCC cells both *in vitro* and *in vivo*, indicating that modulating ER stress may serve as a promising therapeutic strategy for ESCC when combined with inhibitors of LSD1 and/or G9a. On the other hand, although Bcl-2 protein family members have been reported to play an important role in controlling ER stress-induced apoptosis [28], our finding of no significant change in Bcl-2 or Bax protein levels indicates that apoptosis induced by ER stress might not be play a role in the death of ESCC cells treated with either the LSD1 inhibitor alone or both the LSD1 and G9a inhibitors; thus, the precise underlying mechanism remains unknown.

With respect to the clinical significance, we found that both the mRNA and protein levels of LSD1 and G9a are upregulated in esophageal cancer samples, and their expression levels were correlated with each other. In addition, we analyzed clinical data obtained from 114 ESCC samples and found that LSD1 expression was significantly correlated with patient age and the tumor's T stage. Recently, Sheng et al. reported that either knocking out or pharmacologically inhibiting LSD1 in a mouse model of melanoma overcame the tumor's resistance to anti-PD-1 therapy by increasing tumor immunogenicity and T cell infiltration, suggesting that combining LSD1 inhibition with PD-1 and/or PD-L1 blockers might serve as an effective strategy for treating certain types of cancer [50]. We therefore tested whether LSD1 expression is correlated with either PD-L1 or CD8 expression, but found no such correlation. With respect to G9a, we found that this enzyme's expression is correlated with tumor grade and Ki67—but not with PD-L1 or CD8—in patient samples. Recently, Segovia et al. found that inhibiting G9a and the methyltransferase DNMT improved the efficacy of PD-1-based immunotherapy in treating bladder cancer [51]. Moreover, Kelly et al. recently reported that inhibiting G9a increases the antitumor activity of anti-PD-1 by modulating autophagy and interferon signaling in melanoma [52]. With respect to esophageal cancer, both the phase 1b KEYNOTE-028 study and the phase 2 KEYNOTE-180 study suggest that pembrolizumab (a monoclonal antibody against PD-1) can produce a durable response in both advanced and metastatic esophageal carcinoma [6, 53]. The recent ESCORT-1st study (ClinicalTrials.gov identifier: NCT03691090) found that adding camrelizumab (another monoclonal antibody against PD-1) to the first-line chemotherapy (paclitaxel and cisplatin) significantly improved overall survival and progress-free survival compared to chemotherapy alone in patients with advanced and/or metastatic ESCC [54]. In addition, a multicenter phase 3 trial (JUPITER-06) demonstrated the efficacy and safety of toripalimab plus paclitaxel/cisplatin as the first-line treatment for patients with advanced ESCC; compared with paclitaxel/cisplatin alone, toripalimab plus paclitaxel/cisplatin extended progression-free survival and overall survival, irrespective of PD-L1 expression [55]. Given our finding that high expression of both LSD1 and G9a was correlated with the lowest survival in patients with ESCC, future clinical studies are clearly needed in order to determine whether targeting both LSD1 and G9a can improve PD-1-based therapies.

In conclusion, we show that inhibiting both LSD1 and G9a significantly reduces the growth of ESCC both *in vitro* and *in vivo*. Although the precise mechanisms by which these two enzymes affect ESCC require further study, our findings are clinically relevant. Moreover, our finding that high expression of both LSD1 and G9a is associated with poor outcome in patients with ESCC suggests that inhibiting both LSD1 and G9a may represent a promising strategy for treating these patients.

## 4. Materials and Methods

### 4.1. Cell Experiments

All cell lines (AGS, A549, Bxpc-3, EL-4, HCT116, Huh-7, HepG2, HCC-7703, HCC-7404, HT1080, HT-29, HGC, Jurkat, Kyse30, Kyse150, Kyse180, Kyse510, MDA-MB-231, LM3, LM6, Molt-4, MKN-45, SK-MES-1, TE-13, and 769-P) were purchased from the Cell Bank at the Chinese Academy of Sciences (Shanghai, China) and cultured in the recommended culture media contained 10% (*v*/*v*) fetal bovine serum at 37°C in 5% CO_2_.

For measuring cell viability, ESCC cells (1000-2000 cells/well) were seeded in 96-well plates. The following day, the cells were treated with the indicated compounds at the indicated concentrations for the indicated times, and cell viability was measured using the MTT assay (Sangon Biotech, Shanghai, China) in accordance with the manufacturer's instructions.

### 4.2. Antibodies and Reagents

The following antibodies were used for immunostaining: anti-Ki67 (BD eBioscience, Franklin Lakes, NJ), anti-H3K4me2 (HuaBio Biotech, Hangzhou, China), anti-H3K9me2 (Abcam, Cambridge, UK), anti-LSD1 (Cell Signaling Technology, Beverly, MA), and anti-G9a (Abcam).

The following antibodies were used for Western blot analysis: anti-LSD1 (Cell Signaling Technology), anti-G9a (Abcam), anti-H3K9me2 (Immunoway, Plano, TX), anti-H3K4me2 (Immunoway), anti-pRb (Immunoway), anti-Rb (HuaAn Biotech, Hangzhou, China), anti-E2F1 (HuaAn Biotech), anti-Cyclin A (Santa Cruz, Dallas, TX), anti-p-CDK2 (Cell Signaling Technology), anti-CDK2 (Santa Cruz), anti-Caspase-3 (Cell Signaling Technology), anti-Caspase-8 (Proteintech, Rosemont, IL), anti-XIAP (Bioworld, Bloomington, MN), anti-PARP (Cell Signaling Technology), anti-PERK (Santa Cruz), anti-p-PERK (Affinity Biosciences, Cincinnati, OH), anti-eIF2a (HuaAn Biotech), anti-ATF4 (Cell Signaling Technology), anti-Bip (HuaAn Biotech), anti-Chop (Santa Cruz), anti-IRE1a (Santa Cruz), anti-p-IRE1a (Novus, Centennial, CO), anti-ATF6 (HuaAn Biotech), and anti-GAPDH (Proteintech), followed by the appropriate HRP-conjugated secondary antibodies (Beyotime Biotech, Shanghai, China).

The following reagents were also used: hematoxylin and eosin (H&E) staining kit (Beyotime Biotech), TdT in situ apoptosis detection kit (R&D Systems, Minneapolis, MN), TRIzol reagent (Pufei Biotech, Shanghai, China), SYBR Green Supermix (Bimake, Houston, TX), RIPA buffer (Beyotime Biotech), protease inhibitors (Bimake), BCA protein assay kit (Beyotime Biotech), polyvinylidene fluoride (PVDF) membranes (Bio-Rad, Hercules, CA), Pierce ECL System (Thermo Scientific, Waltham, MA), EdU Kit (Ruibo Biotechnology Co., Ltd., Guangzhou, China), cell cycle staining kit (Multi Sciences Biotech, Hangzhou, China), annexin V-FITC/PI apoptosis detection kit (Multi Sciences Biotech), and PrimeScript RT reagent kit (Takara, Kyoto, Japan). All other chemicals and compounds used in this study are listed in Supplementary Table S1.

### 4.3. Colony Formation Assay

Cells (300-900 cells/well) were incubated in 12-well or 6-well plates at 37°C for 1 day and then treated with either vehicle or the indicated combinations of SP2509, BIX01294, UNC0642, azoramide, and/or AUY-922 at the indicated concentrations. For cells expressing Dox-inducible shRNA constructs, the cells were treated with vehicle or 200 ng/ml doxycycline. For cells overexpressing LSD1 or G9a, the cells were transfected with an empty control vector, pEnter-LSD1 (CH887551, Vigene Biosciences, Rockville, MD), or pEGFP-hG9a (a gift from Martin Walsh; Addgene plasmid #33025; http://n2t.net/addgene:33025 [56]) for 2 days and then seeded at 900 cells/well. The culture medium was changed every 3 days. When the cells grew to the stage of visible colonies, the colonies were washed gently with phosphate-buffered saline (PBS) and fixed with prechilled methanol (-20°C) for 10 min at room temperature. The methanol was removed, and the cells were stained for 15 min at room temperature by the addition of 1 ml 0.5% crystal violet diluted in 20% methanol. After removing the staining solution, the colonies were washed, air-dried, and counted under a light microscope.

### 4.4. RNA Isolation and Quantitative RT-PCR

Total RNA was extracted using TRIzol reagent, and RNA concentration and purity were measured using spectrophotometry. RNA was reverse-transcribed using the PrimeScript RT Kit, and quantitative real-time was performed using a CFX96 real-time system (Bio-Rad) with SYBR Green Supermix in accordance with the manufacturer's instructions. The fold difference in gene expression was calculated using the 2^−△△Ct^ method and is presented relative to *GAPDH* mRNA. All reactions were performed in triplicate, and specificity was monitored using melting curve analysis. The qRT-PCR primers used in this study are listed in Table S5.

### 4.5. H&E Staining and Immunohistochemistry of Tumor Tissues

Paraffin-embedded tumors were sectioned at 4 *μ*M and stained with H&E. For immunohistochemistry, the tumor sections were placed on polylysine-coated slides, deparaffinized in xylene, rehydrated using a graded ethanol series, quenched in 3% hydrogen peroxide to eliminate endogenous peroxidase activity, and processed for antigen retrieval by microwaving for 7 min in 10 mM citrate buffer (pH 6.0). The sections were then stained with the following primary antibodies: anti-Ki67, anti-H3K4me2, or anti-H3K9me2. The appropriate HRP-conjugated anti-rabbit or anti-mouse secondary antibody was then used and visualized using the REAL EnVision Detection System (K5007, Dako, Santa Clara, CA); the sections were counterstained with hematoxylin. The TdT In Situ Apoptosis Detection Kit was also used to stain select tumor sections. All photomicrographs were obtained using an Eclipse E400 microscope (Nikon).

### 4.6. Western Blot Analysis

Total proteins were extracted by homogenizing the cells in RIPA buffer containing protease inhibitors. The homogenate was cleared by centrifugation at 12,000 rpm at 4°C for 20 min, and the supernatant (containing the protein fraction) was collected. Protein concentration in the supernatant was measured using the BCA Protein Assay Kit. Equal amounts (ranging from 30-100 *μ*g) of denatured proteins were loaded into each lane of a 10% SDS polyacrylamide gel, separated by electrophoresis, and transferred to PVDF membranes. The membranes were blocked with 5% (*w*/*v*) nonfat milk in Tris-buffered saline containing 0.1% Tween-20 and then incubated overnight at 4°C in primary antibodies, followed by 2 h at room temperature in secondary antibodies; the signal was detected using the Pierce ECL System.

### 4.7. EdU Incorporation Assay

EdU incorporation was measured using the EdU Kit (Ruibo Biotechnology Co., Ltd., Guangzhou, China) in accordance with the manufacturer's instructions. In brief, the cells (1000 cells/well) were seeded in 96-well plates, incubated at 37°C for 1 day, and then treated with vehicle, SP2509 (3 *μ*M), UNC0642 (1.2 *μ*M), or both SP2509 and UNC0642 for 2 days. The cells were then labeled with EdU at 37°C for 2 h and fixed for 20 min in 4% paraformaldehyde (PFA), followed by 5 min in glycine. After washing, the cells were stained with Hoechst 33342 for 30 min in the dark. Photomicrographs were obtained using an Axio Observer A1 fluorescence microscope (Zeiss), and the percentage of EdU-positive cells was calculated.

### 4.8. Cell Cycle Analysis

Cell cycle was analyzed using the Cell Cycle Staining Kit (Multi Sciences Biotech, Hangzhou, China) in accordance with the manufacturer's instructions. In brief, cells were treated with the indicated inhibitors for 2 days, collected, washed with PBS, labeled with 1 ml DNA staining solution containing 10 *μ*l permeabilization solution for 30 min in the dark at room temperature, and analyzed using flow cytometry (CytoFLEX LX FACS, Beckman Coulter).

### 4.9. Annexin V-FITC Apoptosis Staining

Apoptosis was measured using an Annexin V-FITC/PI apoptosis detection kit (Multi Sciences Biotech). After 2 days of treatment, ESCC cells were harvested by trypsinization without EDTA and washed twice with ice-cold PBS. The cells were then prepared as a single-cell suspension and dual-stained with 5 *μ*l Annexin V-FITC and 10 *μ*l propidium iodide (PI) in the dark for 5 min at room temperature. The percentage of apoptotic cells was determined using flow cytometry (CytoFLEX LX FACS).

### 4.10. Transmission Electron Microscopy

Cells were treated with the indicated inhibitors for 2 days, collected, fixed in a solution containing 2.5% glutaraldehyde in PBS overnight at 4°C, and then, washed 3 times (10 min/wash) in 1 ml 0.1 M PBS. The cells were postfixed with 1% osmium tetroxide for 1 h, washed 3 times with distilled water, stained with 2% uranyl acetate, dehydrated using a 50%–100% ethyl alcohol gradient and 100% acetone, and then, infiltrated and embedded. The embedded samples were trimmed and sectioned on a Leica UC7 ultramicrotome. Thin sections were obtained and collected on a 200-mesh nickel grid. The grids were contrasted with 5% uranyl acetate for 20 mins and lead citrate for 6 mins. Finally, the samples were visualized using a Tecnai G2 Spirit transmission electron microscope (Thermo FEI).

### 4.11. Lentivirus-Mediated shRNA for Gene Silencing

HEK293T cells were transfected with the lentiviral Tet-pLKO-puro vector containing the relevant shRNA hairpin sequence together with the psPAX2 packaging plasmid (TV00426, TranSheep Bio, Shanghai, China) and the pMD2.G envelope plasmid (TV00772, TranSheep Bio). The supernatant containing the lentivirus was collected, concentrated, and used to infect esophageal cancer cells. Stably infected cells were screened using puromycin (ST551, Beyotime Biotech). 

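The hairpins of the Dox-inducible lines, shLSD1-1 and shG9a-2, were located in the human genome (GRCh38) and in the GENCODE release 44 transcripts. The 21-base target of shLSD1-1, GCCTAGACATTAAACTGAATA, lies on the plus strand of chromosome 1 from 23077307 to 23077327, in exon 16 of the 21 exons of the canonical KDM1A transcript. It occurs in 30 annotated KDM1A transcripts, within the coding sequence of 16 of them, and in the transcripts of no other gene. With its flanks, the site reads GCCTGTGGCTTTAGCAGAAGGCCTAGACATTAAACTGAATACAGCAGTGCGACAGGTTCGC. The target of shG9a-2, GCTCCAGGAATTTAACAAGAT, lies on the minus strand of chromosome 6 from 31882978 to 31882998, in exon 24 of the 28 exons of the canonical EHMT2 transcript. It occurs in 8 EHMT2 transcripts, within the coding sequence of 4, and in no other gene's transcripts. With its flanks, the site reads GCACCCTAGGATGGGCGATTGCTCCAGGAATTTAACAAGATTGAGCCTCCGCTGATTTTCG. The guide strands are TATTCAGTTTAATGTCTAGGC for shLSD1-1 and ATCTTGTTAAATTCCTGGAGC for shG9a-2.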

The shRNA sequences used to knock down *LSD1* and *G9a* are listed in Supplementary Table S6.

### 4.12. ESCC Cell Xenograft Mouse Models

Female 5-week-old BALB/c nude mice were purchased from Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China) and housed under specific pathogen-free conditions at the Laboratory Animal Center of Zhejiang University. All animal experiments were performed in accordance with the National Institutes of Health's Guide for the Care and Use of Laboratory Animals and were approved by the Ethics Committee of the Laboratory Animal Center of Zhejiang University. For cell injections, 5 × 10^6^, 4 × 10^6^, or 1 × 10^7^ Kyse510, Kyse30, or Kyse180 cells, respectively, were suspended in 100 *μ*l PBS, mixed with 50% Matrigel (#354248, BD Biosciences), and injected subcutaneously into the mouse's flank. Tumor size (length × width^2^ × 0.5) was measured using a digital vernier caliper. When the tumors reached approximately 150 mm^3^, the mice were randomly assigned to the control (vehicle) and experiment groups (5 mice per group), which then received intraperitoneal injections of vehicle (solvent) or various combinations of SP2509 (25 mg/kg, twice weekly), UNC0642 (2.5 mg/kg, every 2 days), and/or azoramide (60 mg/kg, daily). For mice injected with shRNA-expressing ESCC cells, the mice in the control group were given normal drinking water, while the mice in the experiment group received water containing 2 mg/ml doxycycline (Dox). The health status of each animal, including any change in body weight, was monitored daily. When the tumors reached approximately 1500 mm^3^, the mice were euthanized, and the tumors were harvested, photographed, fixed in 4% PFA, and embedded in paraffin for subsequent immunohistochemistry.

### 4.13. Tissue Microarray Analysis

A tissue microarray containing human esophageal cancer tissues (HEsoS180Su08), including 66 pairs of esophageal cancer tissues with matched adjacent healthy tissues, as well as additional 48 esophageal cancer tissues, was obtained from Shanghai Outdo Biotech (Shanghai, China). The microarray project was reviewed and approved by the Clinical Research Ethics Committee and Institutional Review Board of Shanghai Outdo Biotech. All patients gave written informed consent. The Dako ChemMate EnVision Detection Kit with peroxidase/diaminobenzidine (DAB) was used in accordance with the manufacturer's instructions. Immunostained tissue microarrays were assessed by two pathologists who were blinded with respect to the clinical information and scored by multiplying the intensity (range: 0–3) and extent (range: 0–100) of staining for each tissue.

### 4.14. RNA Sequencing and Bioinformatics Analysis

Total RNA was extracted and sequenced using the Illumina platform (Anoroad Genome Technologies Corporation, Beijing, China). Raw RNA-seq reads were then processed by removing low-quality reads and joint contamination, yielding high-quality (clean) reads, which were then used for subsequent analyses. These high-quality reads were mapped to the *Homo sapiens* (GRCh38.87.chr) genome. Differential expression was determined, and the fold change was calculated relative to the respective control conditions. Genes were considered to be significantly upregulated or downregulated at *p* < 0.05 and with a fold change (in either direction) of ≥1.3 relative to the corresponding control. Gene Set Enrichment Analysis was performed using Metascape (https://metascape.org). The RNA-seq data (GSE173666) are available via Gene Expression Omnibus.

### 4.15. Statistical Analyses

All data were analyzed and plotted using SPSS or GraphPad Prism, and all summary data are presented as the mean ± standard deviation. To meet the assumption of homogeneity of variance, an analysis of variance (ANOVA) was performed, followed by Tukey's multiple comparison test. An unpaired Student's *t*-test was used to compare the differences between two groups. Pearson's test was used to analyze potential correlations, and the pair-wise log-rank test was used to analyze patient survival. Differences were considered statistically significant at *p* < 0.05.

## Figures and Tables

**Figure 1:**
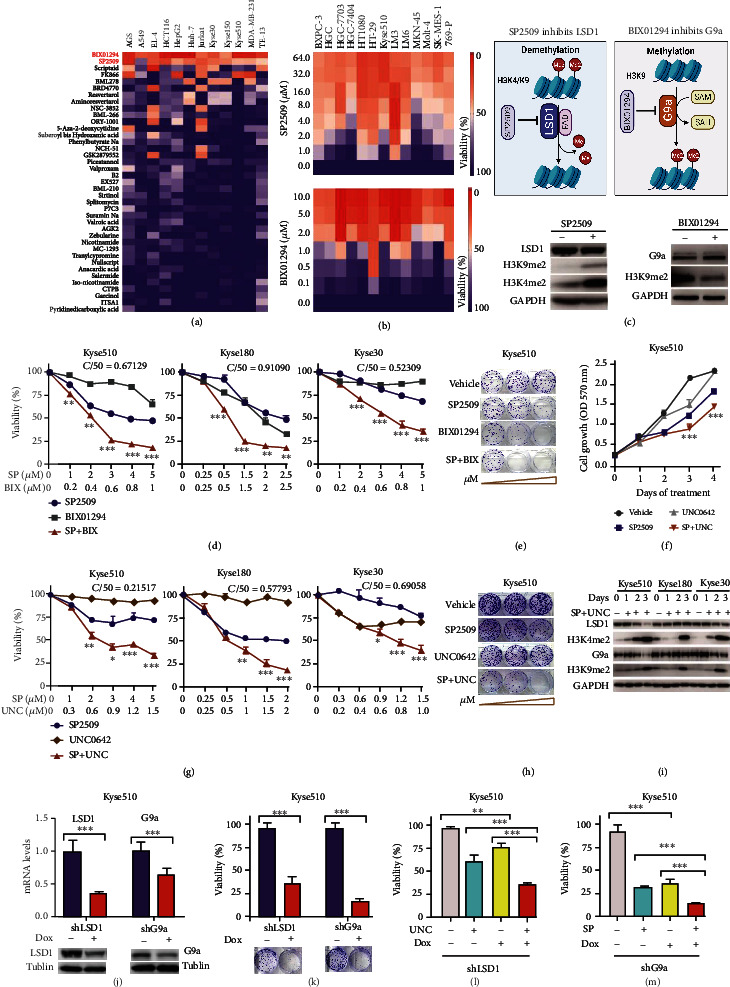
A subset of esophageal squamous cancer cell lines is vulnerable to inhibitors of LSD1 and G9a. (a) Heatmap of cell viability measured in the indicated cancer cell lines treated with the indicated small-molecule epigenetic modifiers (applied at 5 *μ*M each). (b) Heatmap of cell viability measured for the indicated cell lines treated with the indicated concentrations of SP2509 and BIX01294. (c) Model depicting the proposed actions of SP2509 and BIX01294 by inhibiting LSD1 and G9a, respectively. FAD: flavin adenine dinucleotide; SAM: S-adenosyl-L-methionine; SAH: S-adenosyl homocysteine; Me: mono-methylation; Me2: di-methylation. (d) Summary of the viability of the indicated ESCC lines treated with the indicated concentrations of SP2509 (SP) and BIX01294 (BIX). CI50: combination index at median effect of drug treatment. CI50 < 1 indicates synergism. (e) Colony formation assay of Kyse510 ESCCs treated with vehicle or increasing concentrations of SP2509 and/or BIX01294. (f) Time course of cell growth of Kyse510 ESCC cells treated with 4 *μ*M SP2509 and/or 1.8 *μ*M UNC0642 for the indicated number of days. (g, h) Same as (d) and (e), respectively, except the cells were treated with SP2509 and UNC0642 (UNC). (i) ESCC cells were treated with vehicle or 10 *μ*M SP2509 and 10 *μ*M UNC0642 for 0, 1, 2, or 3 days, followed by Western blot analysis. (j) Silencing efficiency of Dox-inducible shRNA constructs targeting LSD1 and G9a was measured at the mRNA and protein levels in Kyse510 cells treated with vehicle or 200 ng/ml Dox for 4 days. (k) Cell viability and colony formation were measured in shRNA-expressing Kyse510 cells treated with vehicle or 200 ng/ml Dox for 6 days and 10 days, respectively. (l, m) Viability of Kyse510 cells stably expressing the Dox-inducible shLSD1 (l) or shG9a (m); where indicated, cells were treated for 3 days with 200 ng/ml Dox and 0.6 *μ*M UNC0642 (l) or 3 *μ*M SP2509 (m). ^∗∗^*p* < 0.01 and ^∗∗∗^*p* < 0.001 (unpaired Student's *t*-test). The data are representative of three independent experiments.

**Figure 2:**
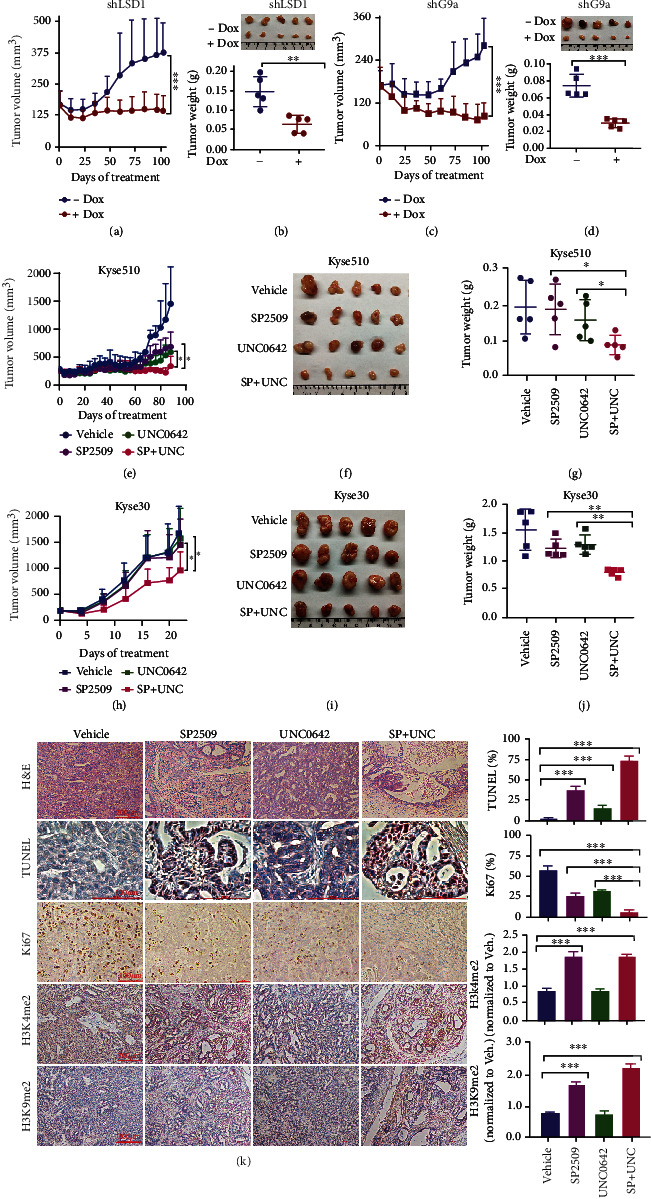
LSD1 and G9a are required for *in vivo* tumor growth in an ESCC xenograft mouse model. (a–d) ESCC cells Kyse510 stably expressing the Dox-inducible shLSD1 (a, b) or shG9a (c, d) constructs were transplanted into mice. The mice were then treated with vehicle (control) or Dox for the indicated number of days, and tumor volume and final tumor weight were measured (*n* = 5 mice/group). (e–j) Kyse510 cells (e–g) or Kyse30 cells (h–j) were transplanted into mice. The mice were then treated with the indicated compounds for the indicated number of days, and tumor volume and final tumor weight were measured (*n* = 5 mice/group). (k) Tumors were obtained from xenograft recipient mice treated as indicated, and sections were stained with hematoxylin and eosin (H&E), TUNEL, Ki67, H3K4me2, and H3K9me2; the percentage of positive cells are shown at the right (*n* = 3 tumors/group). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001 (unpaired Student's *t*-test).

**Figure 3:**
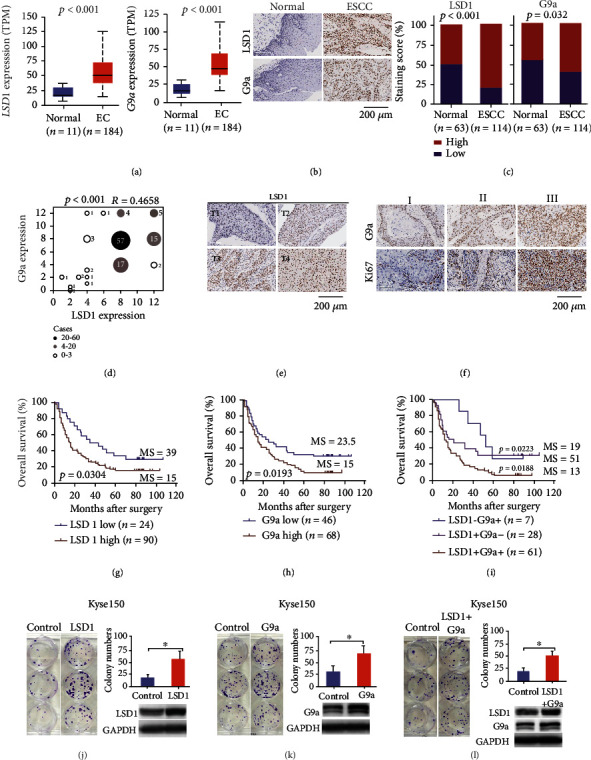
High-expression levels of LSD1 and G9a are associated with poor outcome in patients with ESCC. (a) Summary of *LSD1* and *G9a* mRNA in healthy tissues and tumor tissues obtained from patients with esophageal cancer. (b, c) Representative images (b) and staining score distribution (c) of the indicated tissues immunostained for LSD1 and G9a. (d) Correlation analysis between LSD1 and G9a protein levels in ESCC tissues; the corresponding *p* value and Pearson's correlation coefficient are shown. (e) Representative images of LSD1-stained sections of ESCC samples at the indicated T stage. (f) Representative images of G9a-stained and Ki67-stained sections of ESCC samples with the indicated tumor grade. (g–i) Kaplan–Meier survival curves of 114 patients with ESCC stratified according to tumor LSD1 expression irrespective of G9a expression (g), tumor G9a expression irrespective of LSD1 expression (h), and both LSD1 and G9a expression (i); the pair-wise log-rank test was used to analyze overall survival, and median survival (MS, in months) is shown for each group. (j–l) Colony formation assay of ESCC cells overexpressing LSD1 (j), G9a (k), or both LSD1 and G9a (l), with corresponding representative Western blot analyses. ^∗^*p* < 0.05 (unpaired Student's *t*-test).

**Figure 4:**
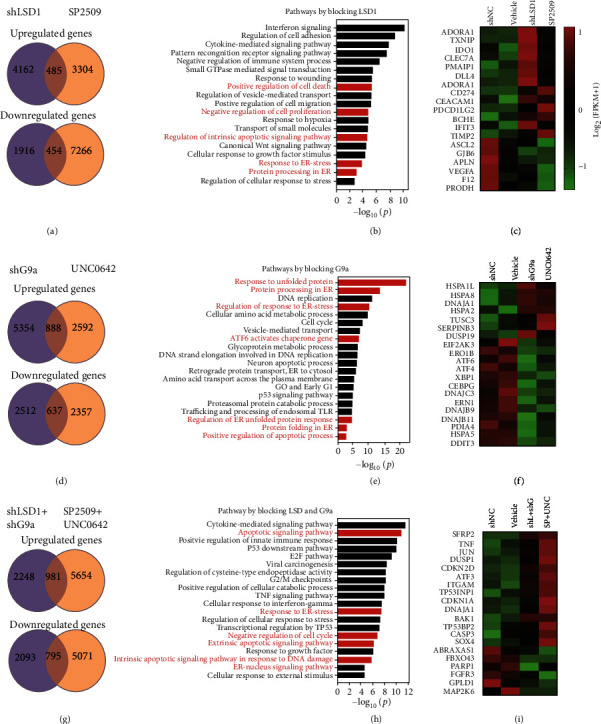
Integrative transcriptomics analyses of ESCC cells following pharmacological or genetic inhibition of LSD1 and G9a. (a) RNA-seq analysis was performed on ESCC cells in which either LSD1 expression was knocked down using shRNA or LSD1 was inhibited with SP2509; differentially expressed genes were determined by comparing with ESCC cells expressing a control nonsilencing shRNA (shNC) and vehicle-treated ESCC cells, respectively, and are summarized using Venn diagrams. (b) Gene Set Enrichment Analysis of the overlapping differentially regulated genes in (a). (c) Heatmap of the differentially expressed genes in the “cell death,” “apoptosis,” and “ER stress” pathways. (d–f) Same as (a–c), except G9a was knocked down using shRNA or inhibited with UNC0642. (g–i) Same as (a–c), except both LSD1 and G9a were knocked down with shRNA or both LSD1 and G9a were inhibited with SP2509 and UNC0642.

**Figure 5:**
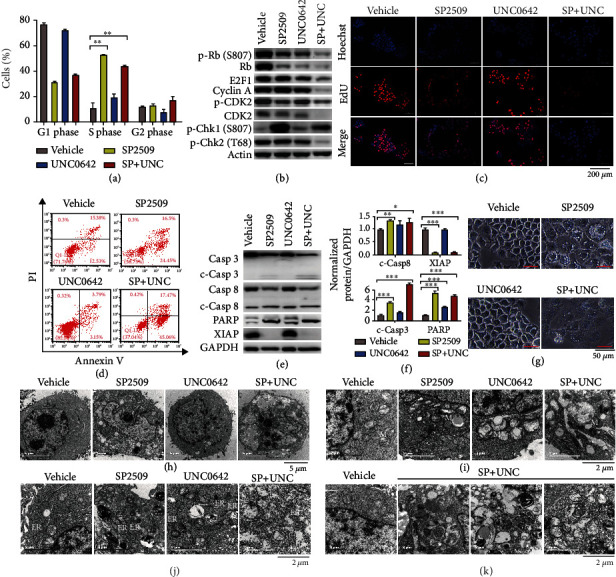
Inhibiting both LSD1 and G9a in ESCC cells induces S-phase arrest and apoptosis. (a) Summary of the percentage of ESCC cells in the G1, S, or G2 phase after the indicated treatments for 2 days. SP2509 5 *μ*M, UNC0642 5 *μ*M. (b) Western blot analysis of the indicated cell cycle-associated proteins in ESCC cells treated as indicated. (c) EdU staining of ESCC cells treated with vehicle, 3 *μ*M SP2509, 1.2 *μ*M UNC0642, or both for 2 days; the nuclei were counterstained with Hoechst 33342. (d) Apoptosis analysis of ESCC cells after the indicated treatments for 2 days. (e) Western blot analysis of the indicated apoptosis-associated proteins in ESCC cells treated as indicated for 2 days. (f) Quantification of the indicated proteins measured in (e), expressed relative to vehicle-treated cells. (g) Representative images of ESCC cells treated with vehicle, 10 *μ*M SP2509, 10 *μ*M UNC0642, or both for 2 days. (h–k) Representative transmission electron microscopy images of ESCC cells treated as in (g); mitochondria (M) and endoplasmic reticulum (ER) are indicated. The scale bars are 5 *μ*m in (h), 2 *μ*m in (i–k). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001 (unpaired Student's *t*-test).

**Figure 6:**
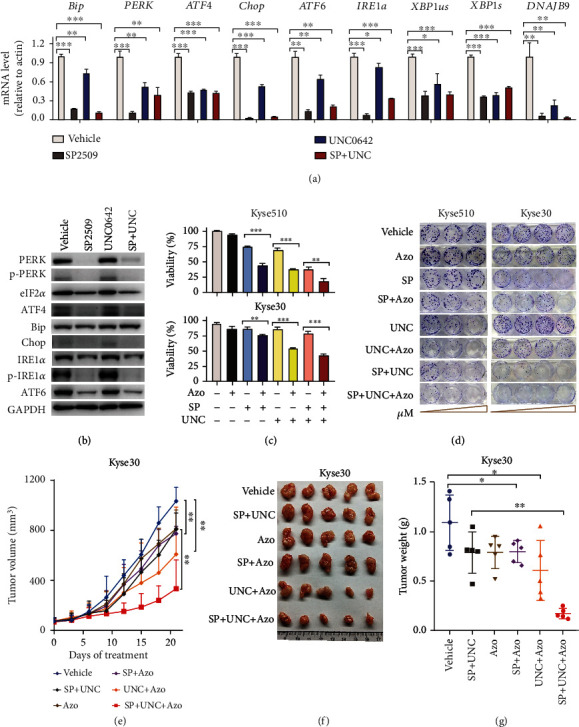
Targeting modulators of ER stress sensitizes ESCC cells to LSD1 and G9a inhibitors. (a) mRNA levels of the indicated ER stress-associated genes were measured using qRT-PCR in ESCC cells treated with 10 *μ*M SP2509, 10 *μ*M UNC0642, or both SP2509 and UNC0642 for 3 days. (b) Western blot analysis of the indicated proteins measured in ESCC cells treated as indicated for 3 days. (c) Summary of the viability of Kyse510 and Kyse30 cells treated as indicated for 3 days; Kyse510 cells were treated with 6 *μ*M azoramide (Azo), 0.9 *μ*M SP2509, and/or 0.6 *μ*M UNC0642; Kyse30 cells were treated with 16 *μ*M Azo, 0.8 *μ*M SP2509, and/or 0.8 *μ*M UNC0642. (d) Colony formation assay of ESCC cells treated with increasing concentrations of the indicated compounds. (e–g) Mice received a xenograft of Kyse30 cells and were subsequently treated with vehicle or the indicated combinations of Azo (60 mg/kg daily), SP2509 (25 mg/kg twice weekly), and/or UNC0642 (2.5 mg/kg, every 2 days); tumor volume (e), photographed tumors (f), and final tumor weight (g) were measured (*n* = 5 per group). ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001 (unpaired Student's *t*-test).

**Table 1:** Correlation analysis between LSD1 or G9a expression and clinical pathological features of ESCC patients.

	LSD1					G9a				
	LSD1 expression		Total	*χ* ^2^	*p* value	G9a expression		Total	*χ* ^2^	*p* value
	Low	High				Low	High			
Age (years)				3.959	**0.047**				2.114	0.146
≤65	17	40	57			27	30	57		
>65	8	48	56			19	37	56		
Sex				0.534	0.465				2.851	0.091
Female	8	22	30			16	14	30		
Male	17	67	84			30	54	84		
Grade				0.021	0.884				4.811	**0.028**
1-2	20	70	90			41	49	90		
3-4	5	19	24			5	19	24		
T stage				4.196	**0.041**				0.456	0.499
T1-T2	9	14	23			11	12	23		
T3-T4	16	69	85			34	51	85		
N stage				1.164	0.281				0.382	0.537
N0	14	39	53			23	30	53		
N1-N3	11	50	61			23	38	61		
TNM stage				2.713	0.100				1.109	0.292
1-2	16	38	54			25	29	54		
3-4	9	46	55			20	35	55		
p53				2.085	0.149				0.474	0.491
Negative	8	16	24			9	15	24		
Positive	11	48	59			27	32	59		
Ki67				0.013	0.908				5.597	**0.018**
Negative	8	26	34			20	14	34		
Positive	11	38	49			16	33	49		
PD-L1				1.516	0.218				0.024	0.878
Negative	15	41	56			23	33	56		
Positive	10	48	58			23	35	58		
CD8				0.010	0.920				0.180	0.671
Negative	20	72	92			38	54	92		
Positive	5	17	22			8	14	22		

## Data Availability

The RNA-seq data used in this study have been deposited in Gene Expression Omnibus and are available via GSE173666 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173666). The flow cytometry data to explore cell cycle and apoptosis of this study have been deposited in FlowRepository (Repository ID: FR-FCM-Z3PN, URL: https://flowrepository.org/id/FR-FCM-Z3PN). Additional data are related to this paper. The datasets used and/or analyzed in this study are available within the manuscript and its supplementary information files. Correspondence and requests for materials should be addressed to J.M. ().

# Supplementary material for: Targeting the LSD1-G9a-ER Stress Pathway as a Novel Therapeutic Strategy for Esophageal Squamous Cell Carcinoma
**Source:** Research (Wash D C). 2022 Jun 1;2022:9814652. doi: 10.34133/2022/9814652
**Supplement:** Supplementary Materials — Figure S1: inhibiting both LSD1 and G9a significantly reduces the viability of esophageal cancer cells. Figure S2: genetically silencing LSD1 and G9a increases ESCCs cell death. Figure S3: systemic treatment with doxycycline or inhibitors of LSD1 and/or G9a does not affect the body weight of mice bearing tumors derived from xenografted esophageal cancer cells. Figure S4: LSD1 and G9a expression is upregulated in esophageal cancer tissues obtained from The Cancer Genome Atlas database. Figure S5: Gene Set Enrichment Analysis of RNA-seq data in ESCCs following knockdown and pharmacological inhibition of LSD1 alone, G9a alone, or both LSD1 and G9a. Figure S6: targeting LSD1 and/or G9a induces S-phase arrest and apoptosis in ESCCs. Figure S7: inhibitors of ER-stress sensitize esophageal cancer cells to pharmacological inhibitors of LSD1 and G9a. Figure S8: targeting modulators of ER-stress modulators sensitizes ESCCs to the effects of inhibiting LSD1 and G9a in vivo. Table S1: list of the chemicals and compounds used in this study. Table S2: clinicopathological information of all 114 patients with esophageal squamous cell carcinoma. Table S3: univariate and multivariate analyses of the factors correlated with overall survival of ESCC patients. Table S4: list of genes that were significantly upregulated or downregulated (defined as a fold change in either direction ≥ 1.3 and p < 0.05) in ESCCs in response to genetic silencing and inhibition of G9a. Table S5: list of the primer pairs used for quantitative real-time PCR analysis. Table S6: list of target-specific shRNA hairpin sequences for knocking down human LSD1 (hLSD1) and G9a (hG9a).

**Supplementary Materials for**

**Targeting the LSD1-G9a-ER Stress Pathway as a Novel Therapeutic Strategy for Esophageal Squamous Cell Carcinoma**

Hongxiao Wang, Zijun Song, Enjun Xie, Junyi Chen, Biyao Tang, Fudi Wang, Junxia Min

**This file includes:**

Figures S1 to S8

Tables S1 to S6

**Supplementary Fig. S1**

**
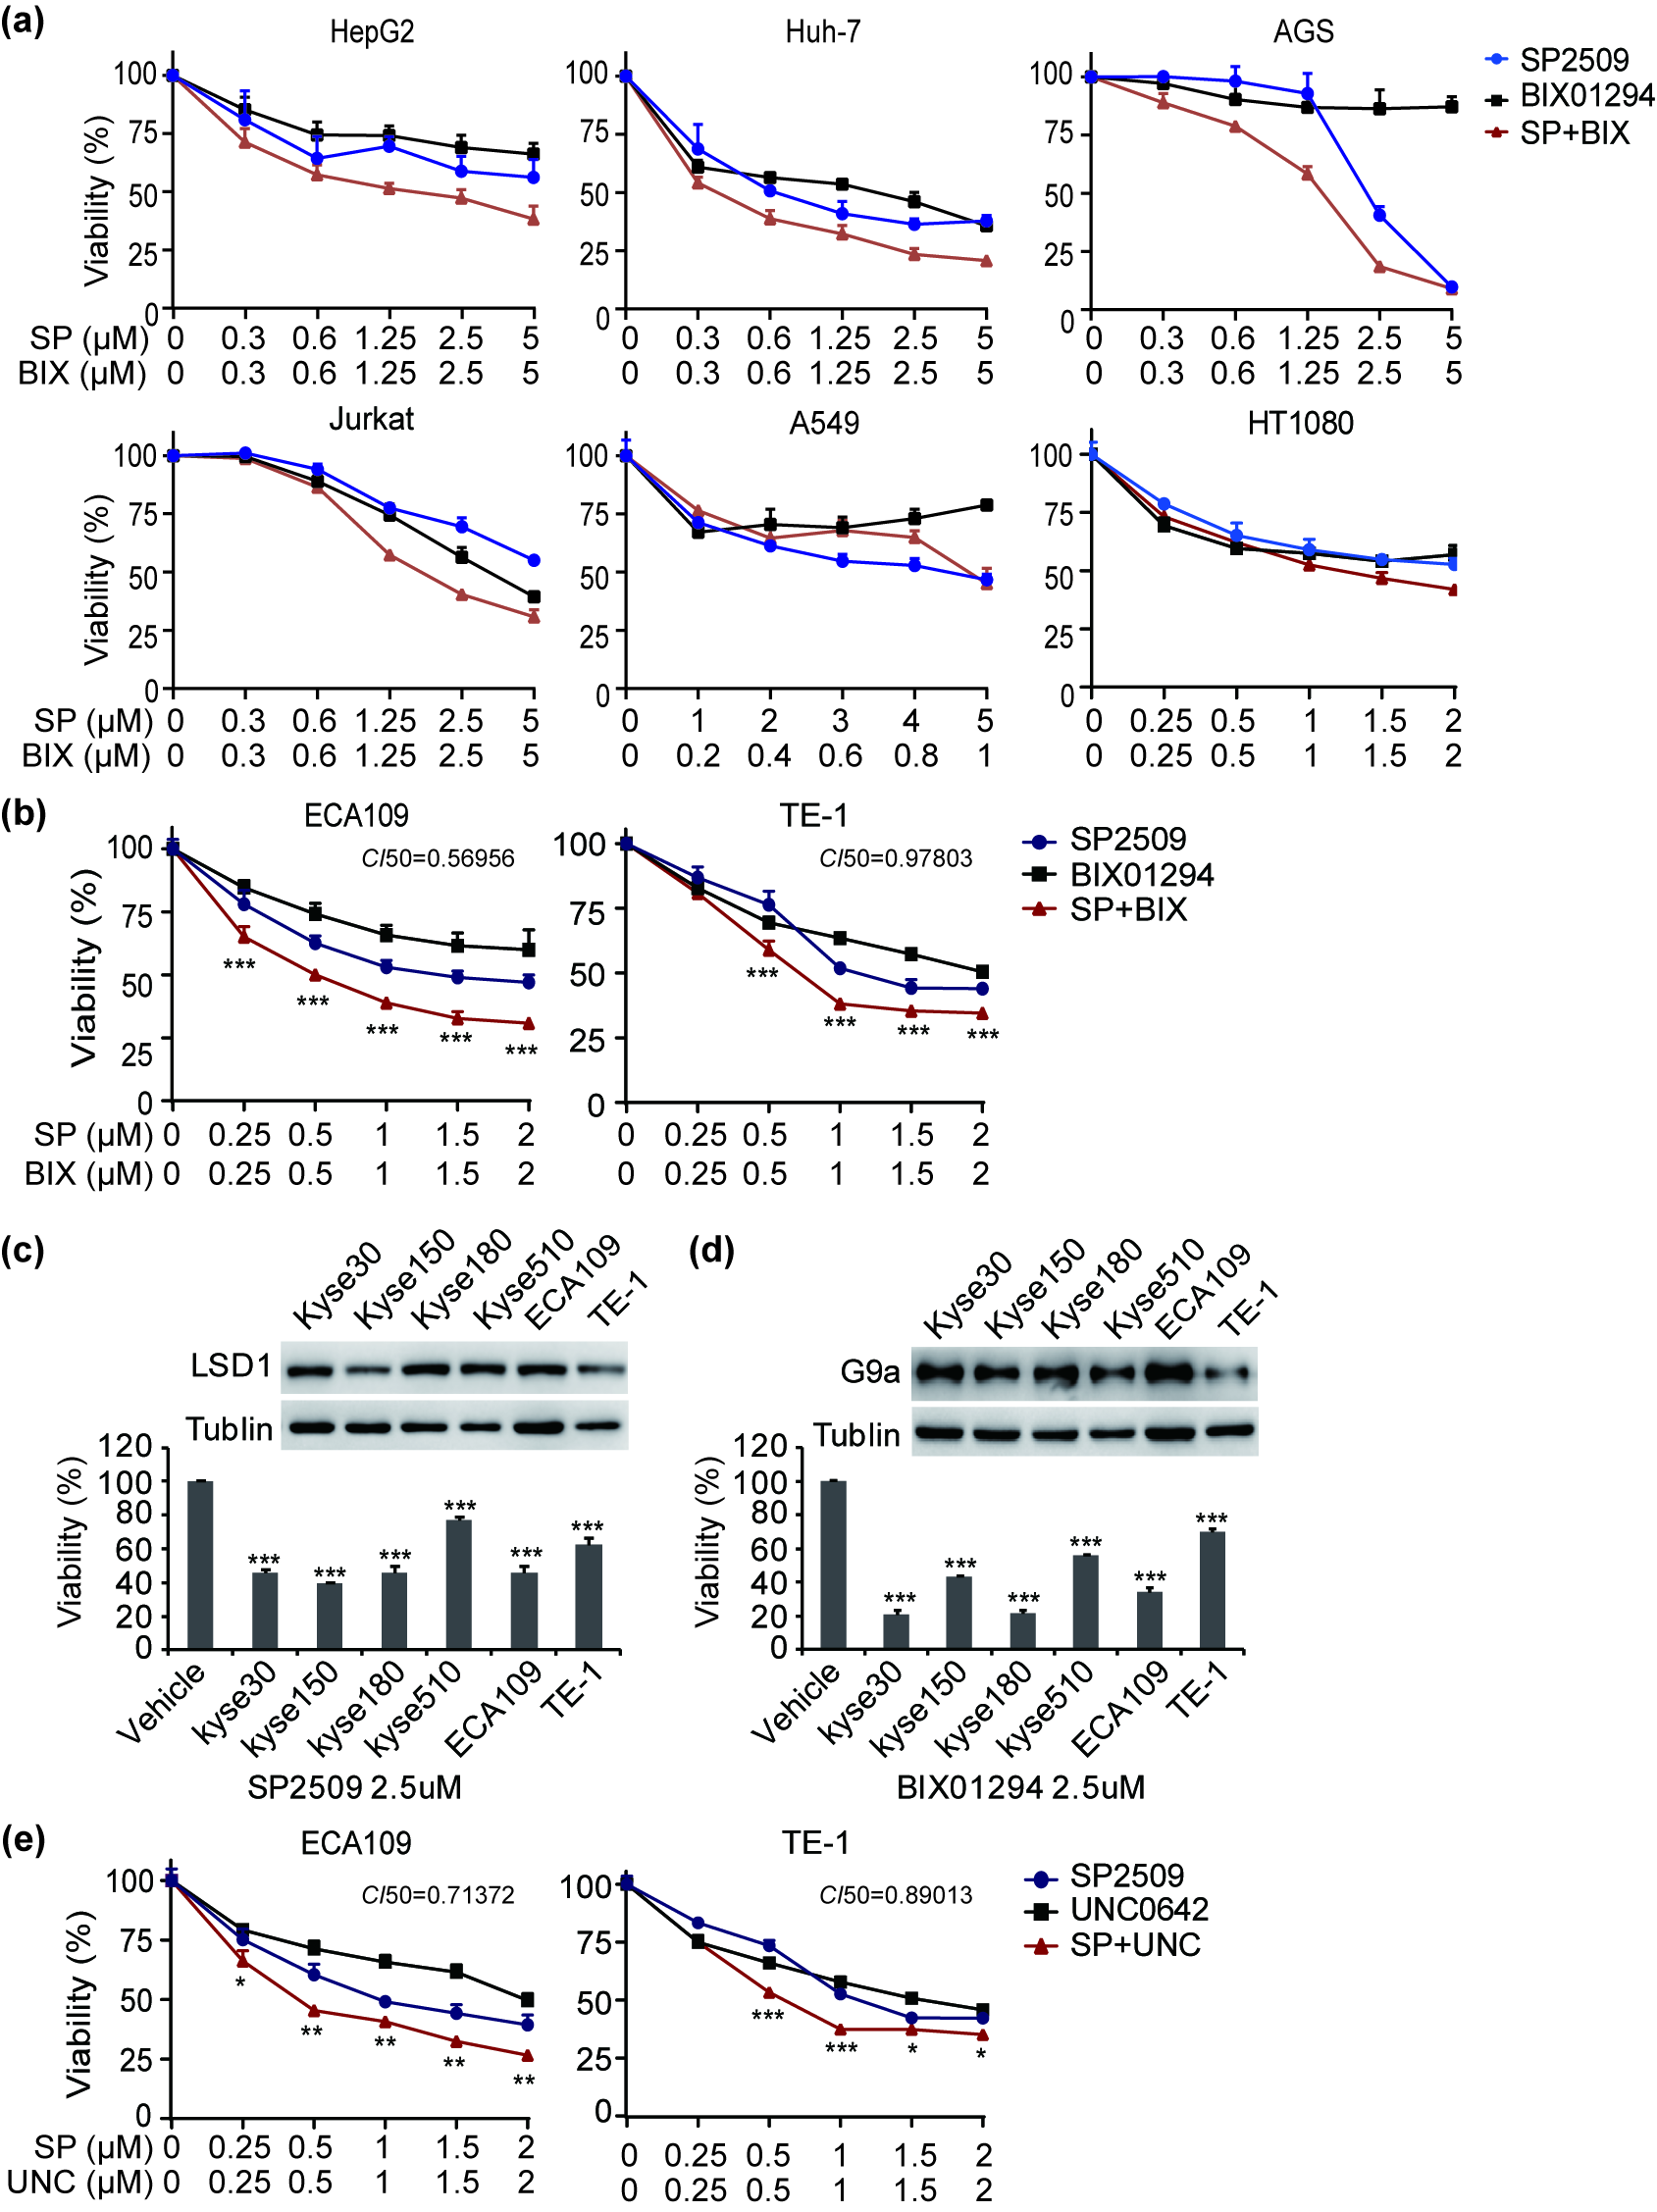
**

**Supplementary Figure S1. Inhibiting both LSD1 and G9a significantly reduces the viability of esophageal cancer cells**.

**(a)** Cell viability of HepG2 and Huh-7 (hepatoma cell lines), AGS (a gastric cancer cell line), Jurkat (a lymphoma cell line), A549 (a lung cancer cell line), and HT1080 (a fibroblast carcinoma cell line) cells treated for 3 days with the indicated concentrations of SP2509 and/or BIX01294 (n=3/group). **(b)** Cell viability of the esophageal squamous carcinoma cell lines ECA109 and TE-1 treated with SP2509 and/or BIX01294 at the indicated concentrations for 3 days (n=3/group). **(c-d)** LSD1 (c) and G9a (d) protein levels and cell viability were measured in the indicated esophageal cancer cells. For the viability assay, the indicated cell lines were treated with 2.5 μM SP2509 or 2.5 μM BIX01294 for 3 days. **(e)** Cell viability of ECA109 and TE-1 cells treated with SP2509 and/or UNCO642 at the indicated concentrations for 3 days (n=3/group). *CI*50: combination index at median effect of drug treatment. *CI*50<1 indicates synergism **p*<0.05, ***p*<0.01, and ****p*<0.001 (unpaired Student’s *t*-test).

**Supplementary Fig. S2
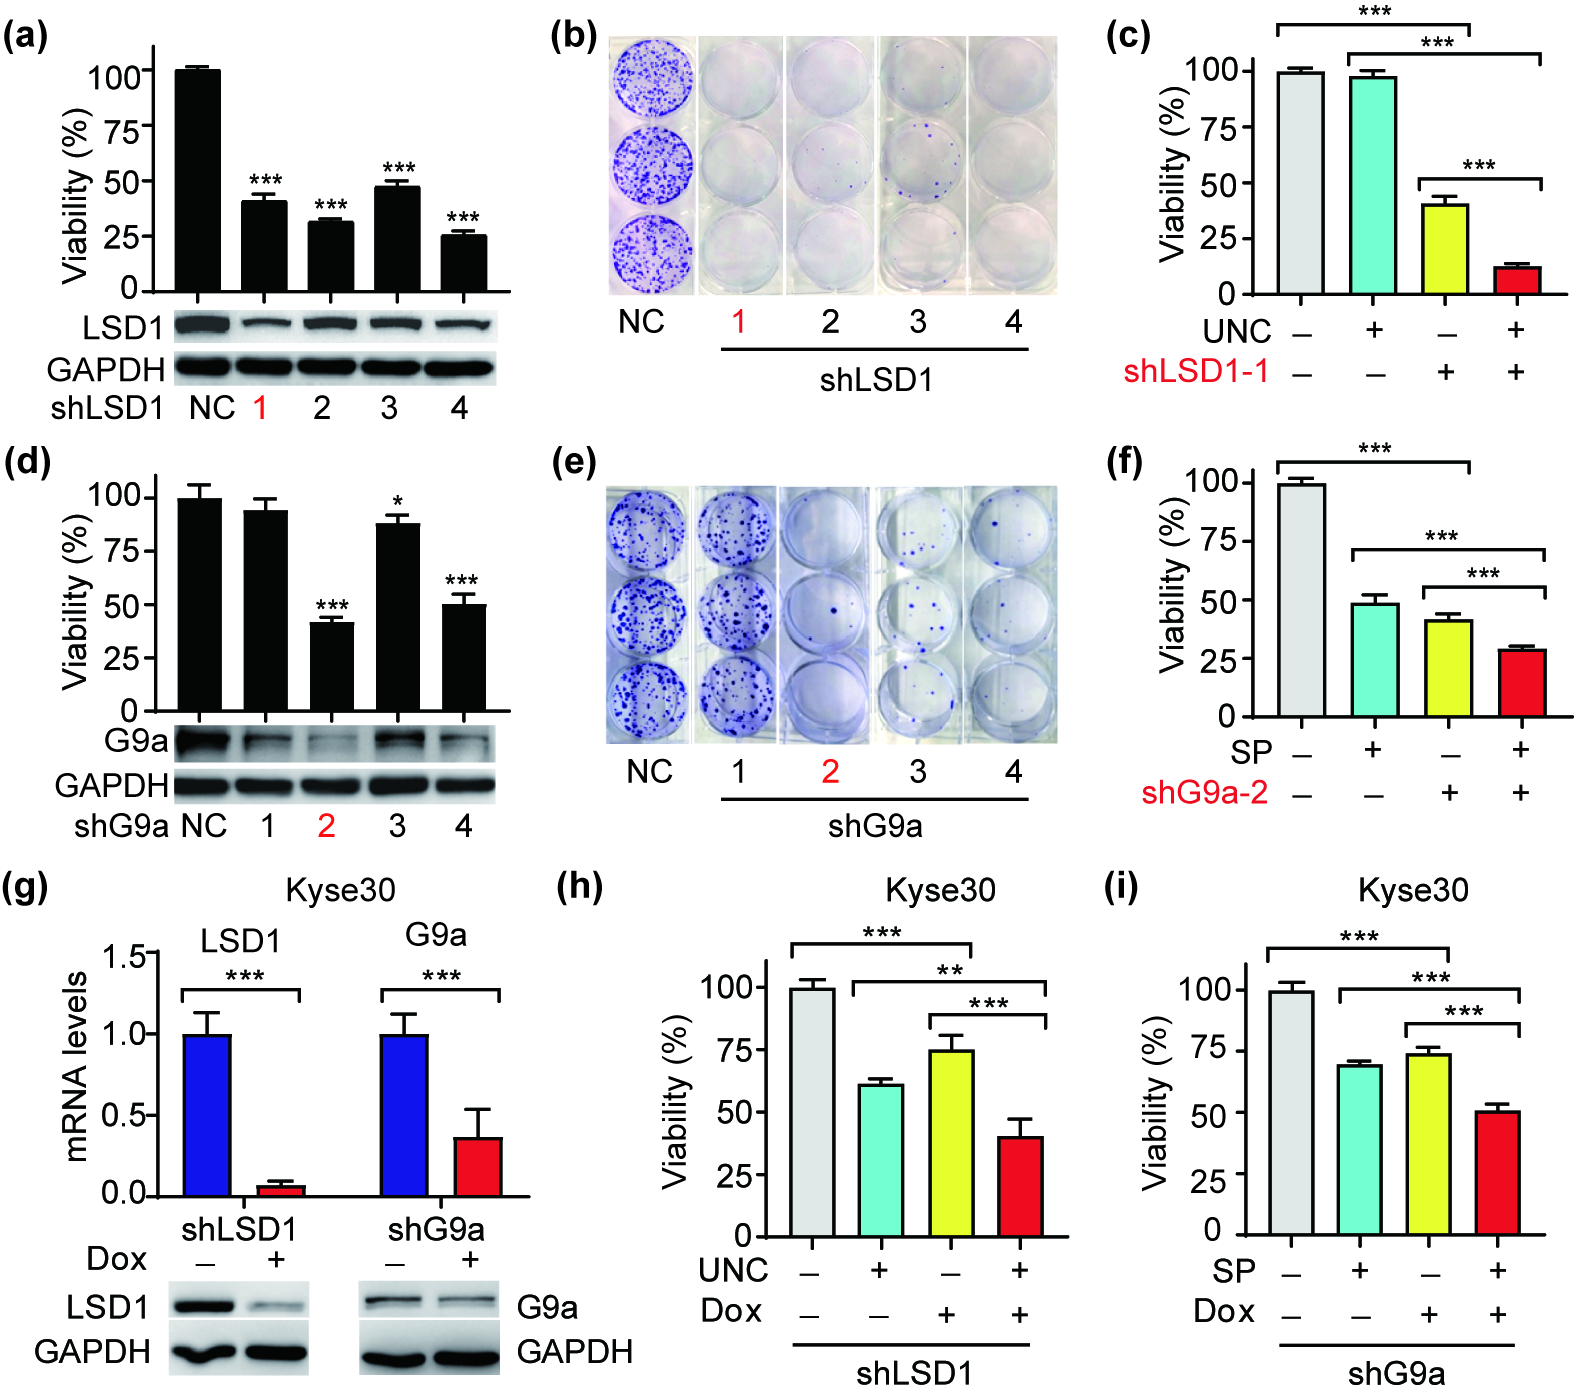
**

**Supplementary Figure S2. Genetically silencing LSD1 and G9a increases ESCCs cell death.**

**(a)** ESCCs were infected with a virus expressing a non-silencing control shRNA (NC) or four different shLSD1 shRNA constructs, and cell viability and LSD1 protein levels were measured and normalized to control cells. **(b)** Colony formation assay of ESCCs expressing the indicated shRNAs. **(c)** Summary of the viability of ESCCs infected with the shLSD1-1 shRNA and then treated with vehicle or UNC0642 for 3 days. **(d-f)** Same as (a-c), except the cells were infected with shG9a shRNA constructs. **(g)** Silencing efficiency of LSD1 and G9a in Kyse30 cells was determined by measuring mRNA and protein levels after treatment with vehicle or 200 ng/ml doxycycline (Dox) for 3 days. **(h-i)** Viability of Kyse30 cells stably expressing Dox-inducible shLSD1 (h) or shG9a (i) where indicated, cells were treated for 3 days with 200 ng/ml Dox, 3 μM UNC0642, or 1 μM SP2509. ***p*<0.01 and ****p*<0.001 (unpaired Student’s *t*-test).

**Supplementary Fig. S3**

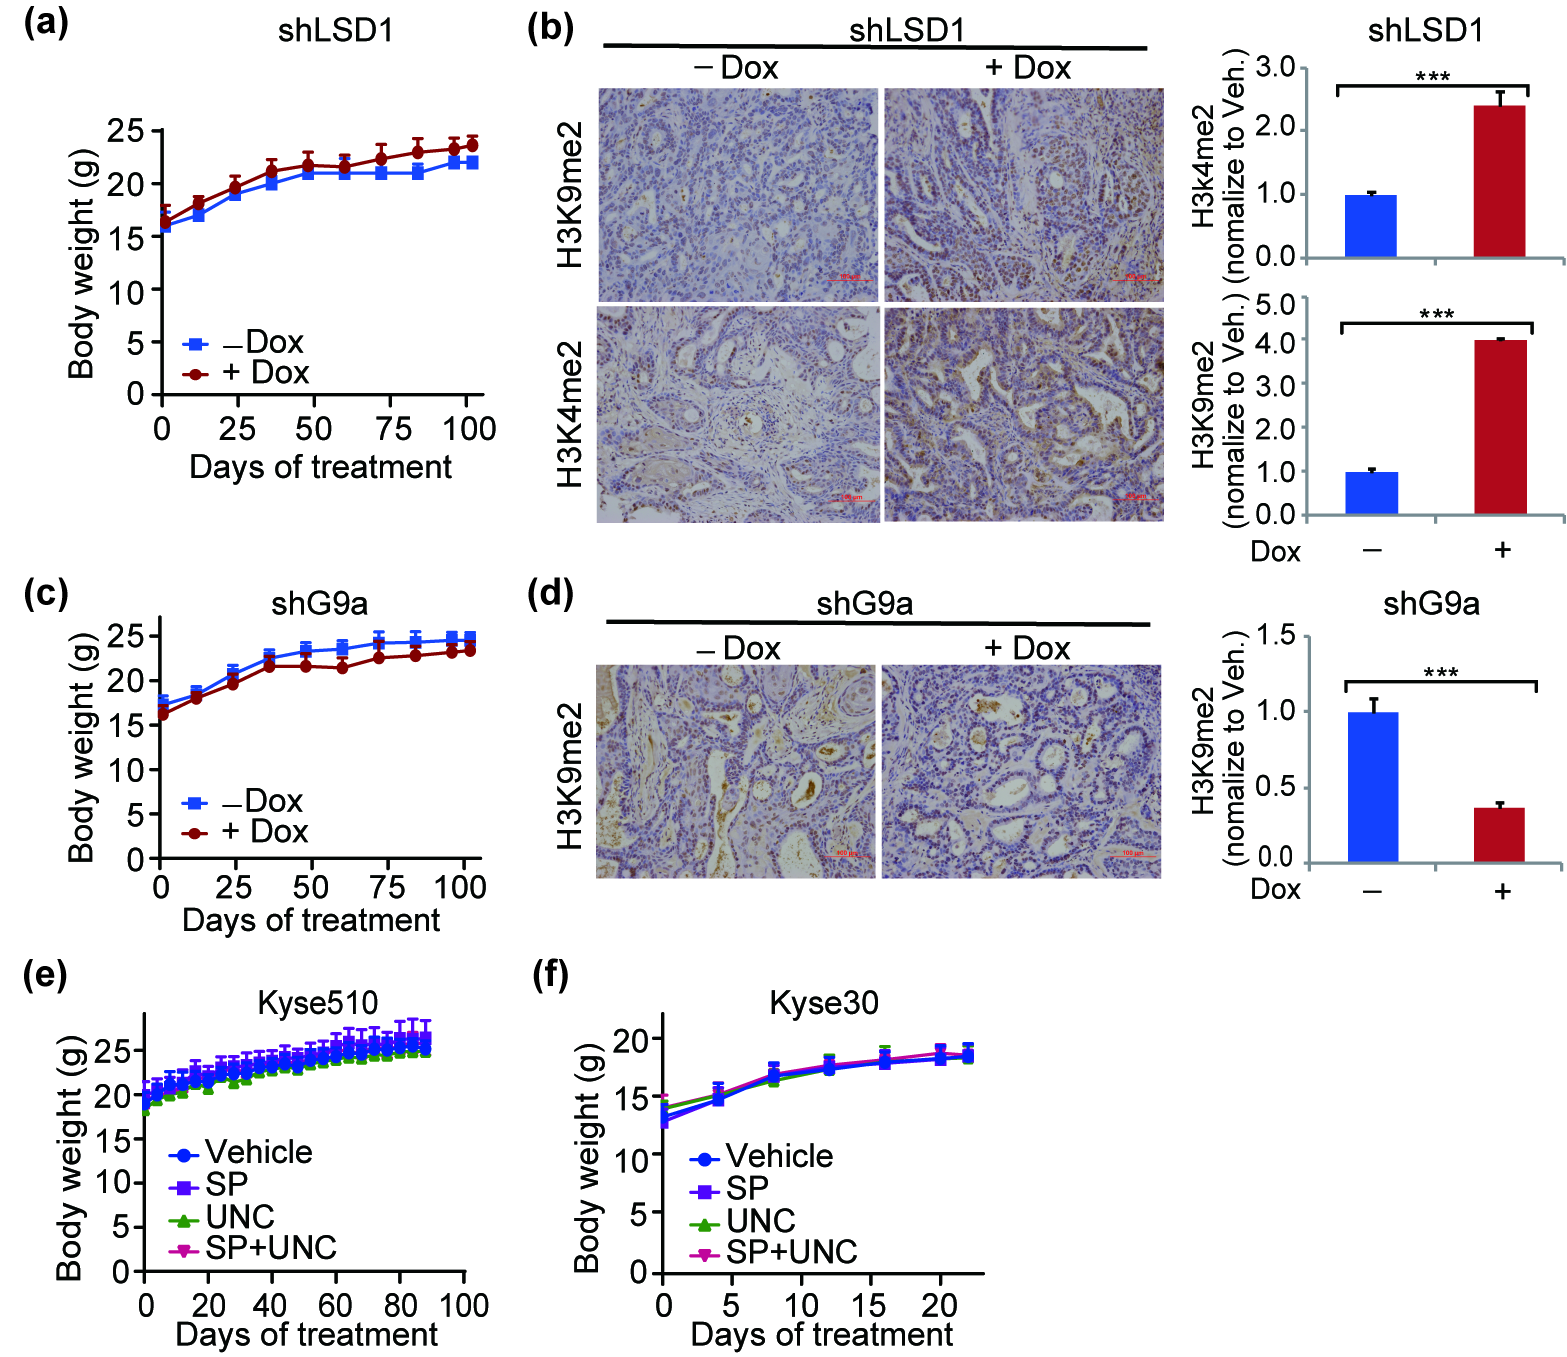

**Supplementary Figure S3. Systemic treatment with doxycycline or inhibitors of LSD1 and/or G9a does not affect the body weight of mice bearing tumors derived from xenografted esophageal cancer cells.**

**(a)** Body weight of mice injected with ESCCs stably expressing the Dox-inducible shLSD1 construct, and then treated with either vehicle (-Dox) or doxycycline (+Dox). **(b)** Example IHC images (left) and summary (right) of H3K4me2 and H3K9me2 proteins measured in tumors taken from the mice in (a). **(c)** Body weight of mice injected with ESCCs stably expressing the Dox-inducible shG9a construct, and then treated with either vehicle (-Dox) or doxycycline (+Dox). **(d)** Example IHC images (left) and summary (right) of H3K9me2 protein measured in tumors taken from the mice in (c). **(e-f)** Body weight of mice injected with either Kyse510 (e) or Kyse30 (f) ESCCs and then treated as indicated. ****p*<0.001 (unpaired Student’s *t*-test).

**Supplementary Fig. S4**

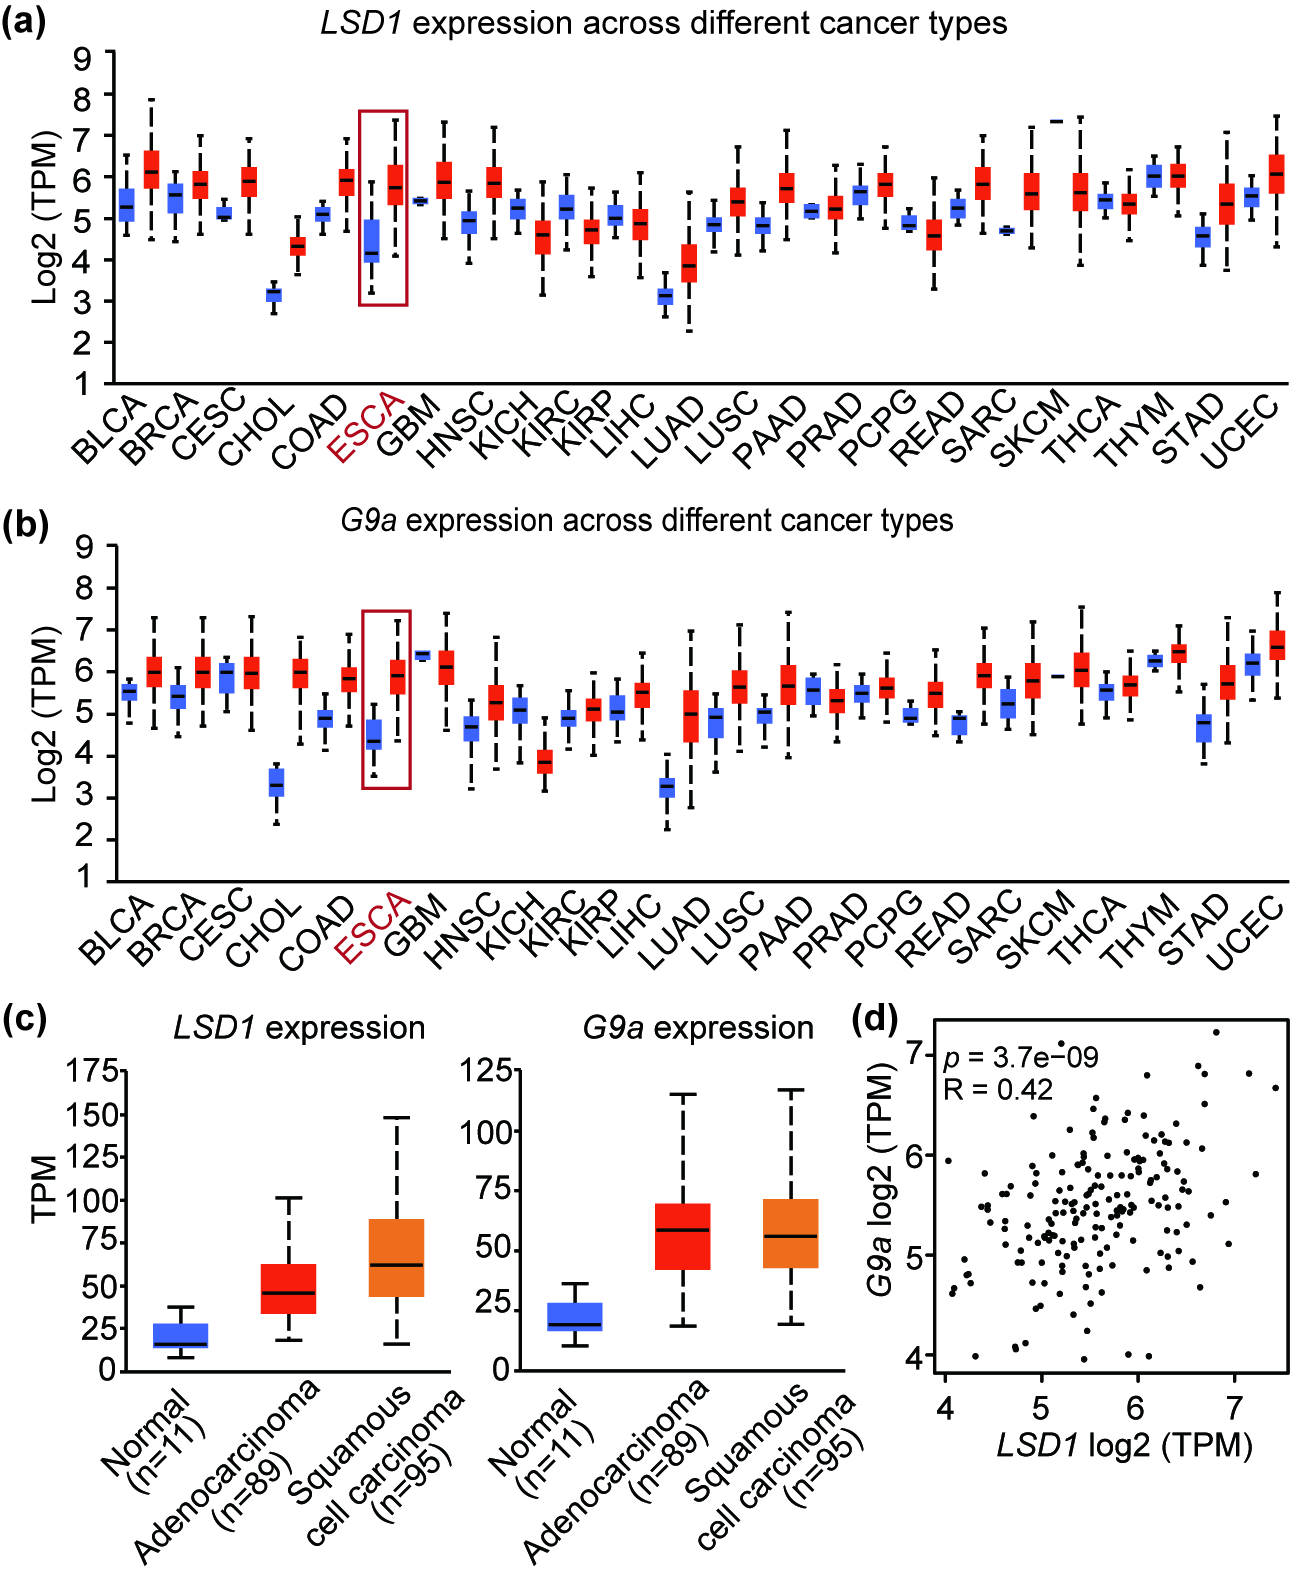

**Supplementary Figure S4. LSD1 and G9a expression is upregulated in esophageal cancer tissues obtained from The Cancer Genome Atlas database.**

**(a-b)** Summary of *LSD1* (a) and *G9a* (b) mRNA levels measured in the indicated tumor tissues (red) and corresponding healthy tissues (blue) obtained from patients with the indicated cancer types. The esophageal squamous cancer and adenocarcinoma (ESCA) samples and matched control samples are indicated with a red box. **(c)** Summary of *LSD1* (left) and *G9a* (right) mRNA measured in healthy tissues, adenocarcinoma tissues, and squamous cell carcinoma tissues; data are presented as transcripts per million (TPM). **(d)** Correlation analysis between *LSD1* mRNA and *G9a* mRNA levels in esophageal cancer tissues retrieved from the TCGA dataset, with the corresponding Pearson’s correlation coefficient.

**Supplementary Fig. S5**

**
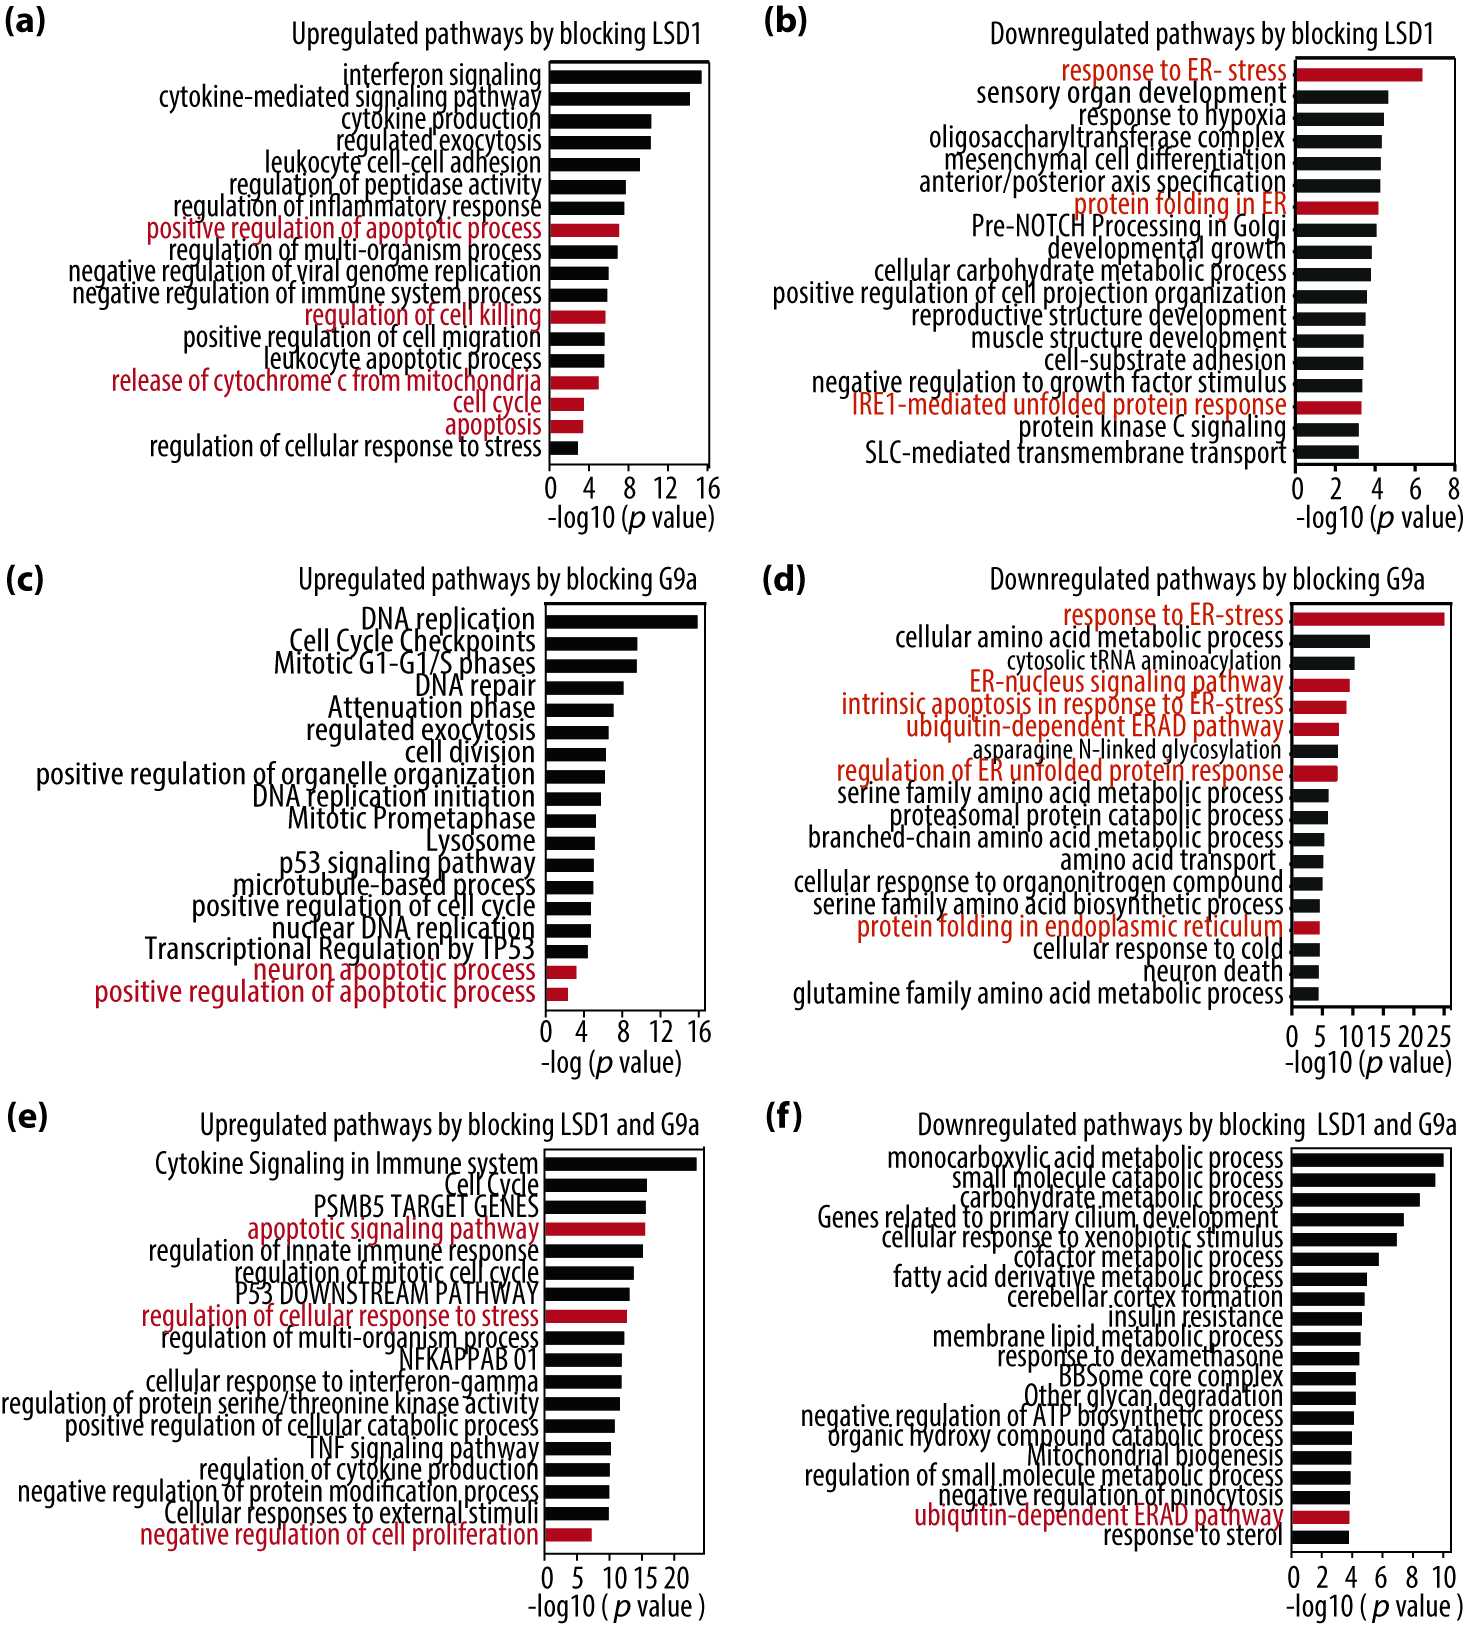
**

**Supplementary Figure S5. Gene Set Enrichment Analysis of RNA-seq data in ESCCs following knockdown and pharmacological inhibition of LSD1 alone, G9a alone, or both LSD1 and G9a.**

**(a-b)** Gene Set Enrichment Analysis of upregulated (a) and downregulated (b) transcripts in ESCCs in which LSD1 was blocked using either shLSD1 shRNA or SP2509 treatment. **(c-d)** Gene Set Enrichment Analysis of upregulated (c) and downregulated (d) transcripts in ESCCs in which G9a was blocked using either shG9a shRNA or UNC0642 treatment. **(e-f)** Gene Set Enrichment Analysis of upregulated (e) and downregulated (f) transcripts in ESCCs in which both LSD1 and G9a were blocked using either shLSD1+shG9a shRNA or SP2509+UNC0642 treatment. In all cases, downregulation and upregulation were determined relative to the corresponding control group.

**Supplementary Fig. S6**

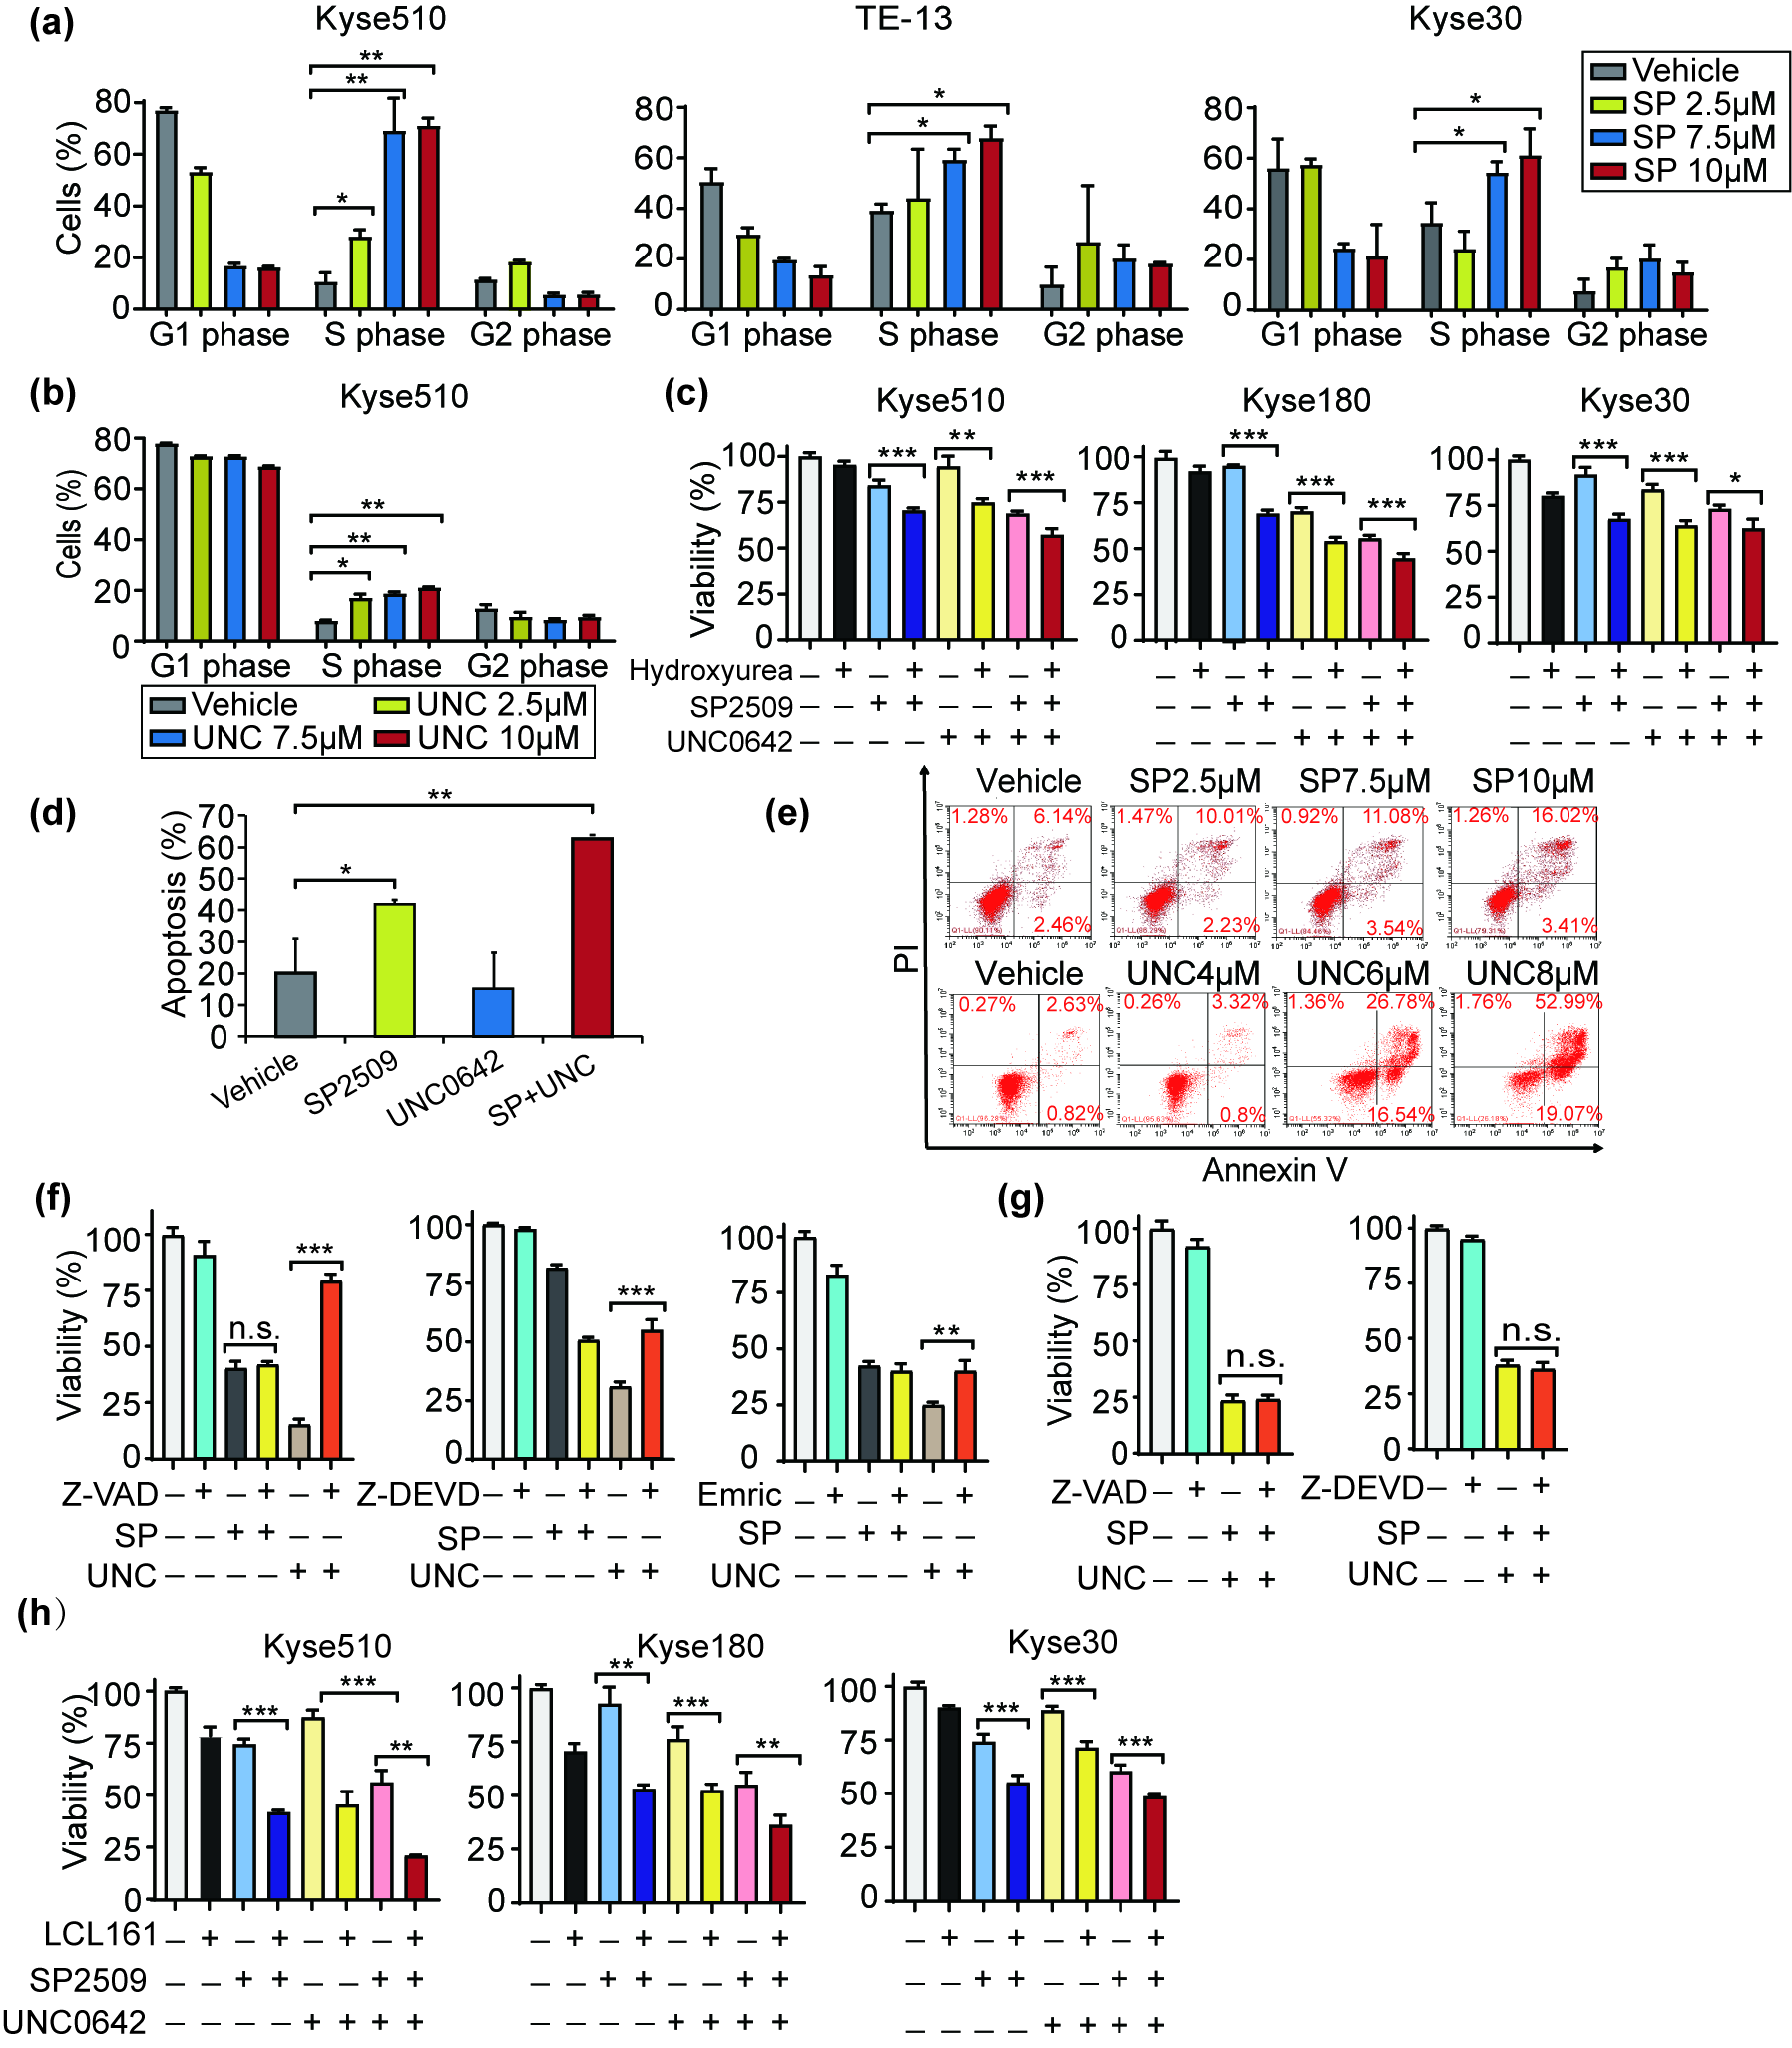

**Supplementary Figure S6. Targeting LSD1 and/or G9a induces S-phase arrest and apoptosis in ESCCs.**

**(a-b)** Summary of the percentage of ESCCs in the G1, S, or G2 phase after the indicated treatment for 2 days (n=3/group). **(c)** Summary of the viability of the indicated cell lines treated with SP2509, UNC0642, and/or the DNA synthesis inhibitor hydroxyurea for 3 days (n=3/group). **(d)** Quantification of apoptosis was shown relative to vehicle-treated cells in ESCCs after the indicated treatments for 2 days. SP2509 5μM, UNC0642 5μM .**(e)** Apoptosis analysis of ESCCs treated with the indicated concentrations of SP2509 or UNC0642 for 2 days. **(f)** Summary of the viability of ESCCs treated with SP2509 or UNC0642 for 3 days in the absence or presence of the apoptosis inhibitors Z-VAD-FMK (Z-VAD, left), Z-DEVD-FMK (Z-DEVD, middle), and emricasan (Emric, right). **(g)** Cell viability of ESCCs treated with both SP2509 and UNC0642 as indicated for 3 days in the absence or presence of the apoptosis inhibitors Z-VAD-FMK (left), Z-DEVD-FMK (right). **(h)** Summary of the viability of the indicated cell lines treated with SP2509, UNC0642, and/or LCL161 for 3 days. Kyse510 (LCL161 30μΜ, SP 1.8μΜ，UNC 1.8μΜ), Kyse180 (LCL161 10μΜ, SP 0.6μΜ，UNC 0.6μΜ), Kyse30 (LCL161 20μΜ, SP 1.2μΜ，UNC 1.2μΜ) SP**p*<0.05, ***p*<0.01, and ****p*<0.001 (unpaired Student’s *t*-test).

**Supplementary Fig. S7**

**
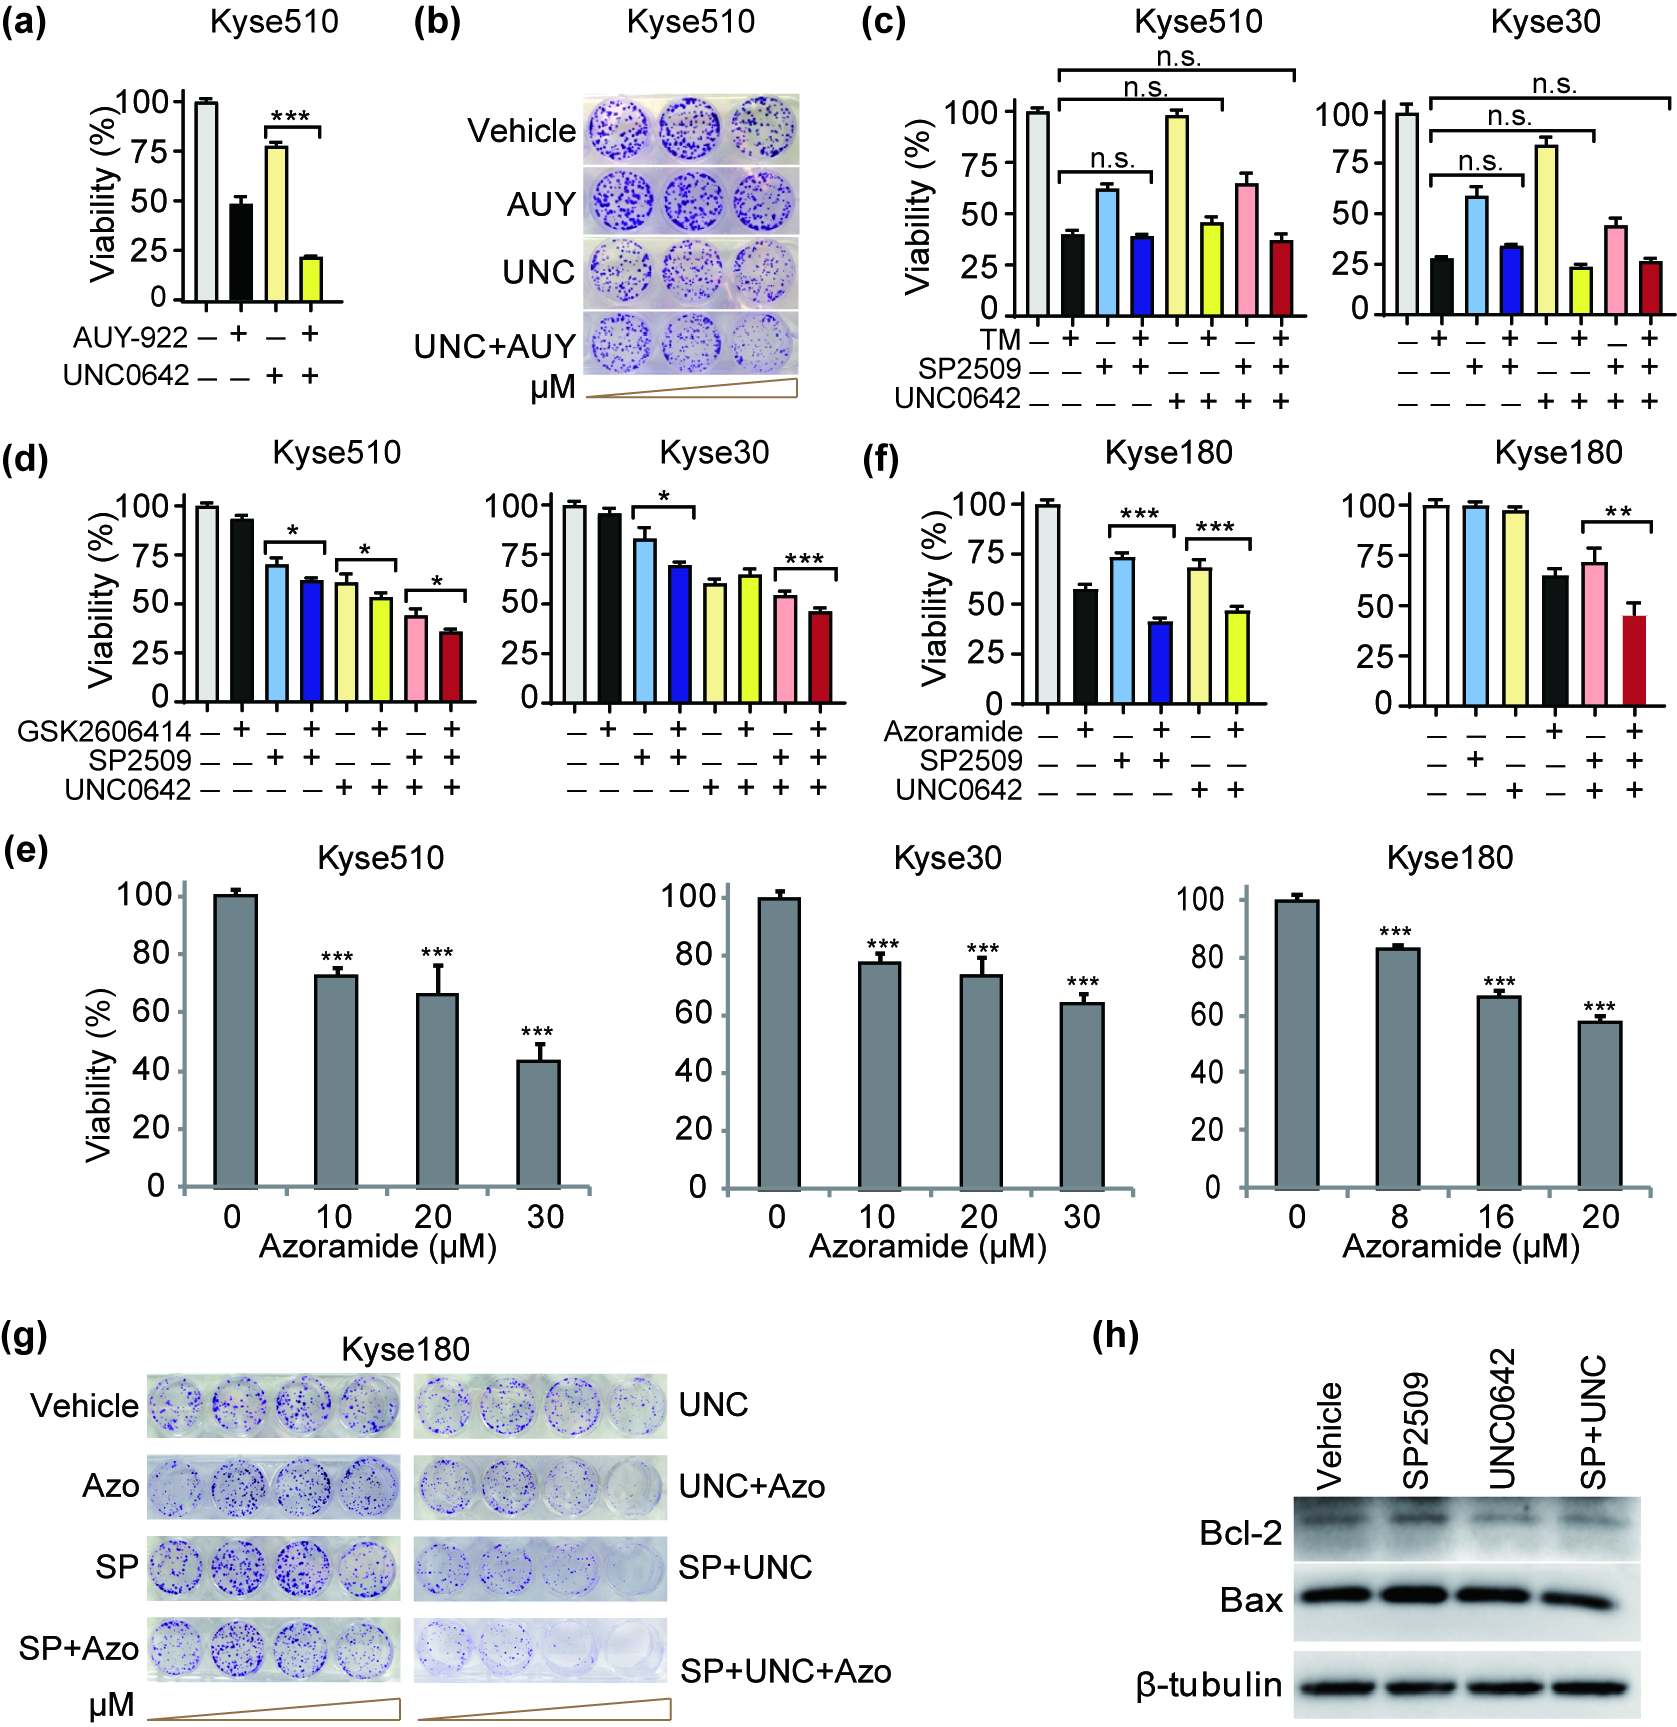
**

**Supplementary Figure S7. Inhibitors of ER-stress sensitize esophageal cancer cells to pharmacological inhibitors of LSD1 and G9a.**

**(a)** Summary of the viability of Kyse510 cells treated with UNC0642 and/or AUY-922 for 3 days. **(b)** Colony formation assay of Kyse510 cells treated with vehicle or increasing concentrations of UNC0642 and/or AUY-922（AUY） for 10 days. **(c-d)** Summary of the viability of the indicated ESCCs treated with SP2509 and/or UNC0642 in the absence or presence of tunicamycin (TM; c), GSK2606414 (d). **(e)** Azoramide’s effect on ESCCs. **(f)** Summary of the viability of the indicated ESCCs treated with SP2509 and/or UNC0642 with or without Azoramide for 3 days. **(g)** Colony formation assay of Kyse180 cells treated with vehicle or increasing concentrations of SP2509, UNC0642, and/or azoramide (Azo) for 10 days. **(h)** Western blot analysis of Bcl-2 and Bax in ESCCs treated as indicated. The data represent three independent experiments. **p*<0.05, ***p*< 0.01, ****p*<0.001, and n.s., not significant (unpaired Student’s t-test).

**Supplementary Fig. S8**

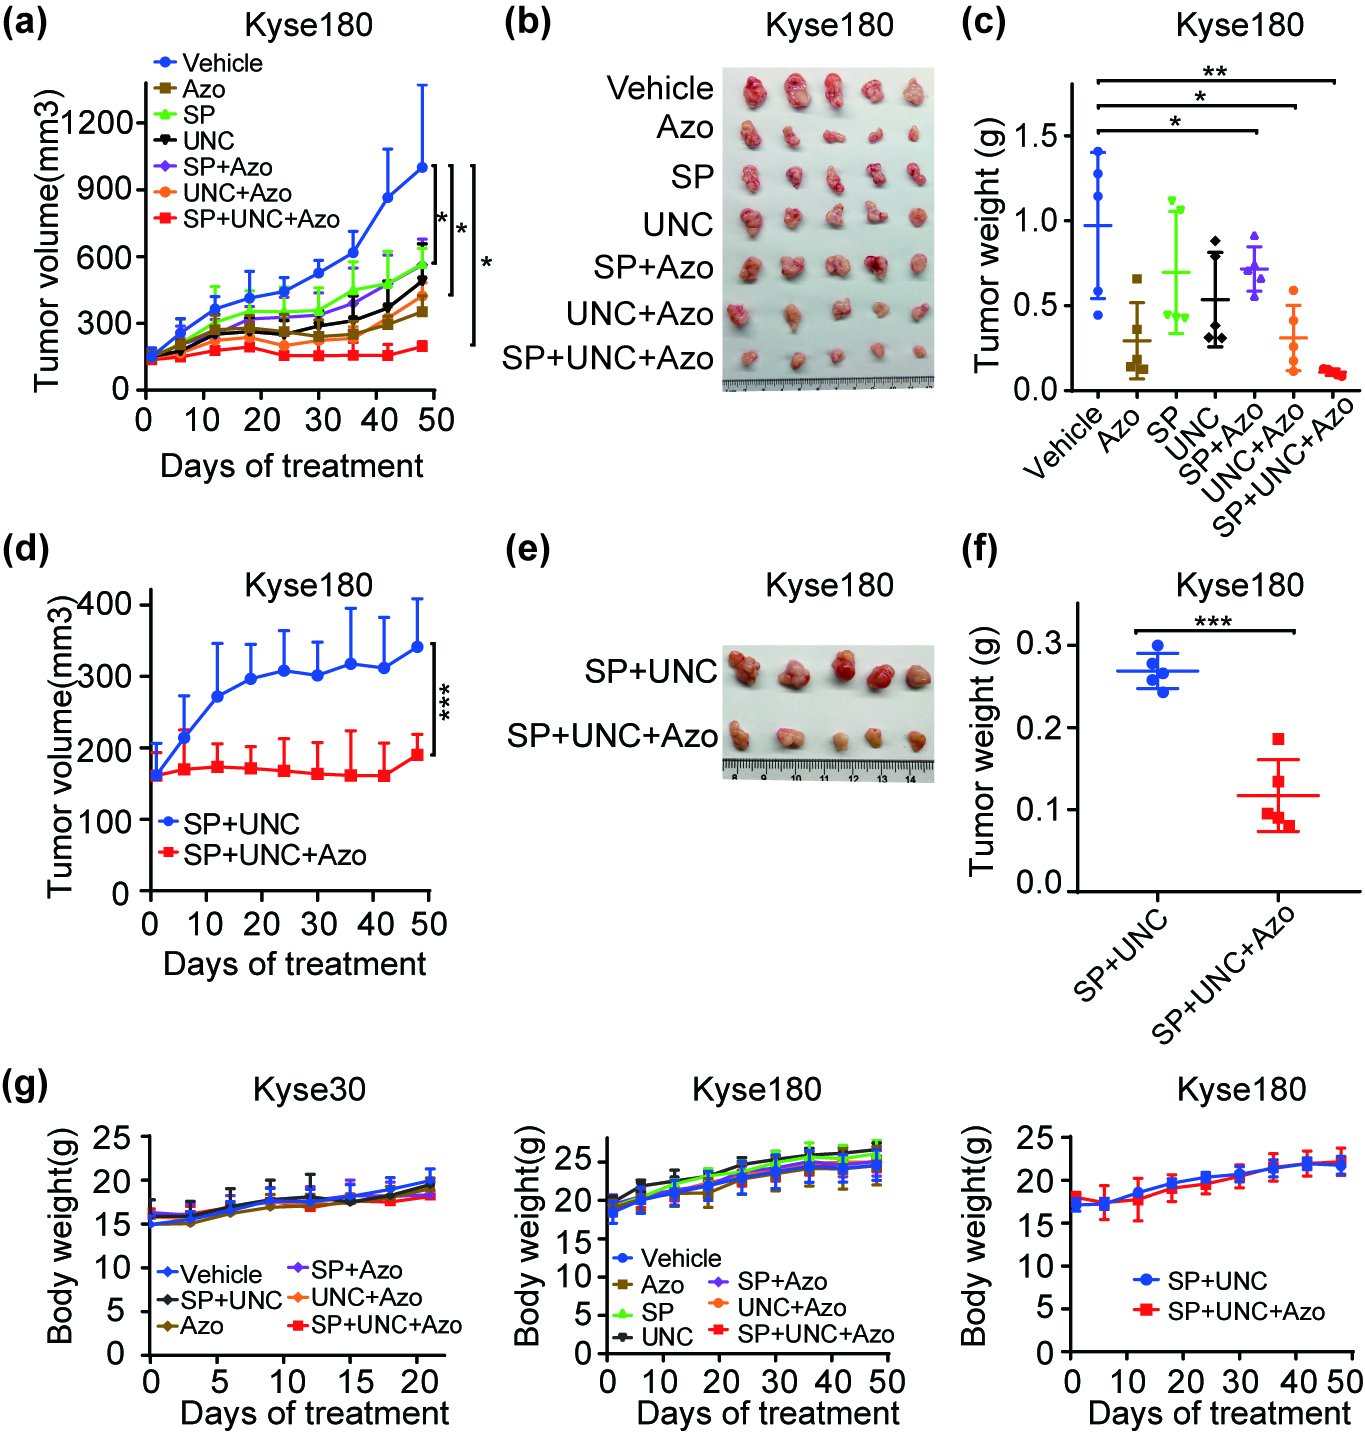

**Supplementary Figure S8. Targeting modulators of ER-stress modulators sensitizes ESCCs to the effects of inhibiting LSD1 and G9a *in vivo***

**(a-f)** Mice received an injection of Kyse180 ESCCs and were subsequently treated with vehicle or the indicated combinations of Azo (60 mg/kg daily), SP2509 (25 mg/kg twice weekly), and UNC0642 (2.5 mg/kg, every 2 days). Tumor volume ((a) and (d)), photographed tumors ((b) and (e)), and final tumor weight ((c) and (f)) were measured (n=5 per group). **(g)** Body weight of mice bearing tumors derived from the indicated ESCC lines and treated with the indicated compounds. **p*<0.05, ***p*< 0.01, and ****p*<0.001 (unpaired Student’s t-test).

**Table S1. List of the chemicals and compounds used in this study**

| **Name** | **M.W.** | **Cat. No.** | **CAS No.** | **Activity** | **Source** |
| --- | --- | --- | --- | --- | --- |
| BML-210 | 339.4 | GR-330 | N.A. | HDAC inhibitor | National Compound Resource Center, Shanghai, China |
| Suberoyl bis Hydroxamic acid | 204.2 | GR-323 | 38937-66-5 | HDAC inhibitor | National Compound Resource Center, Shanghai, China |
| Scriptaid | 326.4 | GR-326 | N.A. | HDAC inhibitor | National Compound Resource Center |
| Phenylbutyrate Na | 186.2 | EI-320 | 1716-12-7 | HDAC inhibitor | National Compound Resource Center, Shanghai, China |
| Valproic acid | 144.2 | GR-352 | 99-66-1 | HDAC inhibitor | National Compound Resource Center, Shanghai, China |
| MC-1293 | 284.3 | 270-344 | N.A. | HDAC inhibitor | National Compound Resource Center, Shanghai, China |
| NSC-3852 | 174.2 | AC-1391 | 3565-26-2 | HDAC inhibitor | National Compound Resource Center, Shanghai, China |
| Valproxam | 159.2 | GR-351 | N.A. | HDAC inhibitor | National Compound Resource Center, Shanghai, China |
| NCH-51 | 390.6 | AC-1389 | 848354-66-5 | HDAC inhibitor | National Compound Resource Center, Shanghai, China |
| Nullscript | 298.3 | GR-327 | N.A. | Analog of scriptaid lacks of HDAC inhibitory effects of scriptaid | National Compound Resource Center, Shanghai, China |
| ITSA1 | 292.1 | GR-350 | 200626-61-5 | Inhibitor of TSA activity | National Compound Resource Center |
| Nicotinamide | 122.1 | KI-283 | 98-92-0 | SIRT inhibitor | National Compound Resource Center, Shanghai, China |
| BML-266 | 478.5 | GR-346 | N.A. | SIRT2 inhibitor | National Compound Resource Center, Shanghai, China |
| AGK2 | 434.3 | 270-484 | 304896-28-4 | SIRT2 inhibitor | National Compound Resource Center |
| Suramin Na | 1429.2 | G-430 | 129-46-4 | SIRT1 inhibitor | National Compound Resource Center, Shanghai, China |
| Splitomycin | 198.2 | GR-331 | N.A. | SIRT-2 inhibitor | National Compound Resource Center |
| EX-527 | 248.7 | GR-348 | N.A. | SIRT1 inhibitor | National Compound Resource Center, Shanghai, China |
| Sirtinol | 394.5 | 270-308 | 410536-97-9 | SIRT inhibitor | National Compound Resource Center |
| Salermide | 394.5 | AC-1388 | 1105698-15-4 | SIRT inhibitor | National Compound Resource Center, Shanghai, China |
| Iso-Nicotinamide | 122.12 | AC-1392 | 1453-82-3 | Nicotinamide antagonist | National Compound Resource Center |
| B2 | 396.8 | 270-485 | 115687-05-3 | SIRT2 inhibitor | National Compound Resource Center |
| Resveratrol | 228.2 | FR-104 | 501-36-0 | SIRT1 activator | National Compound Resource Center, Shanghai, China |
| Piceatannol | 244.3 | EI-271 | 10083-24-6 | SIRT activator | National Compound Resource Center |
| Aminoresveratrol | 227.2 | GR-363 | N.A. | SIRT1 activator | National Compound Resource Center, Shanghai, China |
| BML-278 | 391.5 | GR-359 | N.A. | SIRT1 activator | National Compound Resource Center, Shanghai, China |
| CTPB | 554.1 | 420-033 | 586976-24-1 | HAT inhibitor | National Compound Resource Center, Shanghai, China |
| Anacardic acid | 348.5 | 270-381 | N.A. | HAT inhibitor | National Compound Resource Center, Shanghai, China |
| Garcinol | 602.8 | GR-343 | 78824-30-3 | HAT inhibitor | National Compound Resource Center, Shanghai, China |
| BRD4770 | 413.47 | S7591 | 1374601-40-7 | Histone methyltransferase G9a inhibitor | Selleck, Houston, USA |
| BIX01294 | 490.64 | S8006 | 935693-62-2 | Histone methyltransferase G9a inhibitor | Selleck, Houston, USA |
| 2,4-Pyridinedicarboxylic Acid | 167.1 | A-280 | 499-80-9 | Histone demethylase inhibitor | National Compound Resource Center, Shanghai, China |
| ORY-1001 | 303.27 | S7795 | 1431303-72-8 | Lysine demethylase LSD1 inhibitor | Selleck, Houston, USA |
| Tranylcypromine | 169.7 | EI-217 | 13492-01-8 | Lysine demethylase inhibitor | National Compound Resource Center, Shanghai, China |
| GSK2879552 | 413.47 | S7591 | 1401966-69-5 | Histone methyltransferase G9a inhibitor | Selleck, Houston, USA |
| SP2509 | 437.9 | HY-12635 | 1423715-09-6 | Lysine demethylase LSD1 inhibitor | MedChemExpress, Monmouth Junction, USA |
| 5-Aza-2-deoxycytidine | 228.2 | GR-345 | 2353-33-5 | DNA methyltransferase inhibitor | National Compound Resource Center, Shanghai, China |
| Zebularine | 228.2 | GR-344 | 3690-10-6 | DNA methyltransferase inhibitor | National Compound Resource Center, Shanghai, China |
| FK866 | 391.51 | S2799 | 658084-64-1 | NMPRTase inhibitor | Selleck, Houston, USA |
| P7C3 | 474.19 | S7968 | 301353-96-8 | NMPRTase inhibitor | Selleck, Houston, USA |
| Azoramide | 308.83 | HY-18705 | 932986-18-0 | Modulator of UPR | MedChemExpress, Monmouth Junction, USA |
| Z-VAD-FMK | 467.49 | S7023 | 187389-52-2 | Irreversible Pan-caspase inhibitor | Selleck, Houston, USA |
| Z-DEVD-FMK | 668.66 | T6005 | 210344-95-9 | Caspase-3 inhibitor | Topscience, Shanghai, China |
| Emricasan | 569.50 | S7775 | 254750-02-2 | Irreversible Pan-caspase inhibitor | Selleck, Houston, USA |
| AUY-922 | 465.54 | S1069 | 747412-49-3 | HSP90 inhibitor | Selleck, Houston, USA |

M.W., molecular weight; Cat. No., catalog number; CAS No., Chemical Abstracts Service number; HAT, histone acetyltransferase; HDAC, histone deacetylase; HSP90, heat shock protein-90; N.A., not applicable; NMPRTase, nicotinamide phosphoribosyltransferase; SIRT, sirtuin (NAD-dependent protein deacetylase); TSA, trichostatin A.

**Table S2. Clinicopathological information of all 114 patients with esophageal squamous cell carcinoma.**

N.A., not available; D, deceased; S, survived; M, male; F, female; T, tumor status; N, lymph node status; M, metastasis.

**Table S3. Univariate and multivariate analyses of the factors correlated with overall survival of ESCC patients**

| **Variables** | **Univariate analysis** | | | | |  | **Multivariate analysis** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | *p* value | HR | | 95%CI | |  | *p* value | HR | 95%CI | |
|  |  |  | inferior limit | | [upper](javascript:;) [limit](javascript:;) |  |  |  | inferior limit | [upper](javascript:;) [limit](javascript:;) |
| **LSD1&G9A**  **（LSD1-high/G9A-low；LSD1-low/G9A-high；LSD1-high/G9A-high）** | **0.01** | 1.424 | | 1.086 | 1.866 |  | **0.042** | 1.351 | 1.011 | 1.804 |
| **Age**  （≤66 vs  >66） | 0.252 | 1.295 | | 0.832 | 2.016 |  |  |  |  |  |
| **Sex**  （Female vs  male） | **0.011** | 2.13 | | 1.191 | 3.807 |  | 0.056 | 1.802 | 0.986 | 3.294 |
| **Grade stage**  （I/II vs  III/IV） | 0.257 | 0.733 | | 0.429 | 1.254 |  |  |  |  |  |
| **T stage**  （T1/T2 vs  T3/T4） | **0.016** | 2.207 | | 1.157 | 4.207 |  | 0.114 | 1.824 | 0.865 | 3.845 |
| **N stage**  (N0 vs  N1/N2/N3) | **0.032** | 1.636 | | 1.042 | 2.569 |  | 0.371 | 0.649 | 0.251 | 1.675 |
| **TNM stage**  （I/II vs  III/IV） | **<0.0001** | 2.706 | | 1.667 | 4.395 |  | **0.045** | 2.889 | 1.024 | 8.151 |

Statistically significant (*p* < 0.05)

**Table S4. List of genes that were significantly upregulated or downregulated (defined as a fold change in either direction ≥1.3 and *p*<0.05) in ESCCs in response to genetic silencing and inhibition of G9a**

**Table S5. List of the primer pairs used for quantitative real-time PCR analysis**

| **Primer name** | **Primer sequence (5’🡪3’)** |
| --- | --- |
| hLSD1-RT-F | ATGGATGTCACACTTTTGGA |
| hLSD1-RT-R | CCAAGATCAGCTACATAGTTTC |
| hG9a-RT-F | AAGCACATCGAGGTGATCCG |
| hG9a-RT-R | CAGATGTTCTCCTCGTTGTCAG |
| hChop-RT-F | GGAACCTGAGGAGAGAGTGTTC |
| hChop-RT-R | CAAGCTCCATGTAGCAAACAGT |
| hBip-RT-F | CATCAACGAGCCTACGGCAG |
| hBip-RT-R | TGGCCACAACTTCGAAGACA |
| hIRE1-RT-F | CGGCCTCGGGATTTTTGGAA |
| hIRE1-RT-R | CCTGCAGGACTGGATCTTCT |
| hATF4-RT-F | TCCAACAACAGCAAGGAGGAT |
| hATF4-RT-R | TCCAACGTGGTCAGAAGGTC |
| hPERK-RT-F | ATGAGACAGAGTTGCGACCG |
| hPERK-RT-R | TGGATGACACCAAGGAACCG |
| hATF6-RT-F | AACCCGTATTCTTCAGGGTGC |
| hATF6-RT-R | ACTCCCTGAGTTCCTGCTGATA |
| hXBP1us-RT-F | TGCCAGAGATCGAAAGAAGGC |
| hXBP1us-RT-R | CCAAGCGCTGTCTTAACTCCT |
| hXBP1s-RT-F | TGCTGAGTCCGCAGCAGGTG |
| hXBP1s-RT-R | GCTGGCAGGCTCTGGGGAAG |
| h-DNAJB9-RT-F | ATAAAAGCCCTGATGCTGAAGC |
| h-DNAJB9-RT-R | GCCATTGGTAAAAGCACTGTGT |

**Table S6. List of target-specific shRNA hairpin sequences for knocking down human *LSD1* (hLSD1) and *G9a* (hG9a)**

| **shRNA construct** | **Sequence (5’🡪3’)** |
| --- | --- |
| hLSD1-shRNA-1 | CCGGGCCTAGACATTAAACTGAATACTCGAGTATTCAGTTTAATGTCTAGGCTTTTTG |
| hLSD1-shRNA-2 | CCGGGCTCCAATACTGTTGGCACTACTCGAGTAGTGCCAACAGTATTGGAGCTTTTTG |
| hLSD1-shRNA-3 | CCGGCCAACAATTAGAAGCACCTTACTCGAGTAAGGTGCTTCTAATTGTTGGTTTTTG |
| hG9a-shRNA-1 | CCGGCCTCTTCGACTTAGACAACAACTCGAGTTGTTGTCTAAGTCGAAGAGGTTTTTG |
| hG9a-shRNA-2 | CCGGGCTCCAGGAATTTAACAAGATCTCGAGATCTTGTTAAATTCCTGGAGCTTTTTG |
| hG9a-shRNA-3 | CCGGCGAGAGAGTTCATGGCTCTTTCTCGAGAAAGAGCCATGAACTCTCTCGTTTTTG |
| hG9a-shRNA-4 | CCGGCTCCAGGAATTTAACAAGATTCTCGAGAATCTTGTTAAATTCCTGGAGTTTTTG |

How the deposited data were processed for this re-analysis (not part of the article)

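RNA-seq of Kyse510 cells was analysed in 8 libraries with 1 library per condition, which were vehicle, SP2509, UNC0642, and both inhibitors in the pharmacological arm, and the shLSD1 and shG9a lines without and with doxycycline in the genetic arm. Conditions were taken from the sample labels. The inhibitor doses come from the description of the series, which gives 7 µM for each inhibitor. It names the combination without a dose of its own, and the same doses were assumed there.

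The authors mapped the reads to the human genome (GRCh38.87) and deposited FPKM values in 2 tables, one for the inhibitors with 31582 genes and one for the knockdowns with 28942 genes. Of these, 26360 genes are listed in both tables, 5222 only in the inhibitor table, and 2582 only in the knockdown table. The paper's methods give a threshold on p and fold change for differential expression, and its text does not name the test, the aligner, the counting tool, or whether reads were counted by strand. Chromosome, start, end and gene type were used as given with the deposited values.

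Reads were estimated from the FPKM values. In genes with 1 exon, whose length is known, the values of a library fall on steps that give its total, and the reads and length of every other gene were then chosen so that all its values are whole reads. Several lengths can fit a gene, and the rule for choosing among them was the last of 3 that were tried on these data. Taking the length nearest to the reference gave more reads than the library totals, and taking the smallest length gave 96.9% to 98.6% of them. The rule kept uses the length from the reference or the other table where that is a multiple of the smallest one, up to 4 times the smallest length and 1.3 times the reference length. It gave 99.6% to 99.8% of the totals and was kept because it came closest to them. The smallest length was run as an alternative. In each table, 1 gene had no whole reads.

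Each knockdown library was compared with the same line without doxycycline, and each inhibitor library with vehicle, which makes 5 comparisons. The fold change was the ratio of FPKM values with a pseudocount of 1. Genes with an FPKM of at least 1 in at least 1 of the 2 libraries entered a comparison, which left 13342 genes for SP2509, 13244 for UNC0642, 13907 for the combination, 12970 for shLSD1 and 13080 for shG9a. A call needed a fold change of at least 1.3 in either direction and a p under 0.05, unadjusted, from a two-sided exact binomial test of the reads of the 2 libraries given their totals. Shared genes were called in the same direction in the knockdown and the inhibitor of the same enzyme. With 1 library per condition there is no spread between replicates, and the test covers counting error only.

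Gene lists were summarised by their median log2 fold change and its percentile among 10000 random lists of the same size, drawn from 10 bins of mean expression. The list of Figure 6(a) genes came from the paper and 10 other lists were written before the data were examined. Annotation terms were counted with the biological process annotation supplied with the FPKM values, against all genes that could have been called. Terms were matched by exact name, and genes of narrower terms were not added. The genes named are those the paper's text and Figures 4(c), 4(f), 4(i) and 6(a) name, members of reported lists, and the 3 genes with the largest change in each direction for each result, ranked for shared results by the smaller of the 2 changes. A fold change against fewer than 3 reads was computed against 3 reads and is given as a lower bound.

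The alternatives set beforehand were pseudocounts of 0.1 and 0.01, no filter on low values, a minimum of 5 FPKM, a fold threshold of 2, ratios centred on the median of genes with at least 5 FPKM in both libraries, protein-coding genes only, fold change only, Benjamini-Hochberg adjusted p, TMM scaling (a trimmed mean of the ratios), and the mean of the 2 uninduced libraries as the control. With TMM scaling and with centring, the fold change was rescaled and the p was left as it was. A pair of alternatives was chosen after the data were seen, namely no pseudocount together with no filter, and the fewest reads per gene. The counts of annotation terms and their ranks, the counts of genes changed in opposite directions and the overlaps given by independence, the comparison of the uninduced libraries, and the TMM scaling of list medians were also added after the data were seen.

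The procedure was tested on simulated libraries drawn from the real genes. Their gene lengths were those that the rule had chosen, and their counts varied by counting noise only. The test therefore does not show how often a length is right in the real data, or how far real libraries of 1 condition would differ. All 4 library totals and the reads of 97.9% of 29749 genes were recovered exactly. Of 200 genes with a simulated change, 195 were called in their direction, and of 12773 unchanged genes 106 were called. With the totals raised by 1%, 2.25% of 2000 genes still gave whole reads. Of 100 lists of unchanged genes, 2 fell outside the central 95% of random lists.

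Hairpin targets were matched to the human genome and to GENCODE release 44, which is of the same genome build (GRCh38) and a later annotation than that of the deposited tables. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. The double knockdown and the nonsilencing control of Figure 4 were not analysed here.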

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

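The 11 gene lists were compared in all 5 comparisons, with 1 library per condition, and the values below stood outside what the paper discusses or moved in opposite directions in the 2 knockdown lines. All tests in this part were chosen after the medians were seen, and the one of pseudogene reads before its own value was.

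The 13 mitochondrially encoded genes, which the paper does not discuss, had a median log2 fold change of -1.31 with SP2509, -0.23 with UNC0642 and -0.67 with both inhibitors. After doxycycline the median was 0.39 in the shLSD1 line and 0.94 in the shG9a line. Their reads made up 6.33% of the vehicle library, 3.48% with SP2509, 5.29% with UNC0642 and 3.42% with both, and they went from 6.15% to 8.40% in the shLSD1 line and from 6.13% to 9.62% in the shG9a line. Scaling between libraries was tested by centring each comparison, and the centred median closest to 0 among SP2509 and both lines was 0.27, in the shLSD1 line (0.24 with TMM scaling), so scaling does not account for all of it. Reads counted on nuclear pseudogenes of these genes reached at most 1.55% of the reads on the genes themselves, so the reads counted there are too few to account for the change. Reads that the counting dropped or assigned to only 1 of the copies would not show in this share. Since the aligner and the counting tool are not named, shared reads are not excluded as an explanation. A difference in library preparation or RNA quality, which may also shift mitochondrial reads, cannot be told apart from an effect of the treatments with a single library each.

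The 25 cholesterol synthesis genes, which the paper does not discuss either, had a median log2 fold change of -0.41 with SP2509 and -0.53 with both inhibitors, and of 0.66 in the shLSD1 line and 0.74 in the shG9a line after doxycycline. Under TMM scaling the median with SP2509 came to -0.14. The centred median closest to 0 among both lines and the combination was 0.55, so scaling does not account for the changes in those 3 comparisons. Culture conditions such as cell density or the age of the medium may move these genes too, and were not tested, so a biological explanation remains a hypothesis.

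Targets of ATF4 fell in the shG9a line, with a median of -1.37, and not in the shLSD1 line, with 0.16, a difference of -1.53. The difference between the lines was not tested, since each has 1 library with and 1 without doxycycline. In the shG9a line 93.5% of the 31 targets were lower, most of which the median already implies, so this count rules out no explanation. The ERAD genes had a median of -0.24 in the shG9a line and 0.07 in the shLSD1 line, a difference of -0.31 that was likewise not tested. The small rise in the shLSD1 line turns into a fall of -0.05 with centring and -0.07 with TMM scaling. The difference between the centred medians was -0.34, so scaling may set the sign in the shLSD1 line but does not account for the difference. Both lines were treated with doxycycline, and whether the difference follows from the silenced gene or from the lines themselves cannot be told apart here.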

How the results depend on the processing

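No result below rests on replicates, and the alternatives were set before the data were examined, except for no pseudocount with no filter, the fewest reads per gene, and TMM scaling of list medians, which were chosen after the data were seen. No paired analysis was possible because the labels share no replicate numbers and each condition has 1 library. All alternatives set beforehand were run for the counts of genes and the annotation terms, and only a part of them for the gene lists and the named genes. The test of reads that had been listed as an alternative became the criterion once reads had been estimated from the FPKM values.

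Counts of genes stayed within 1.5 times their value under protein-coding genes only, adjusted p, fold change only, no filter, both smaller pseudocounts, the mean of the uninduced libraries and the fewest reads. Of all alternatives to these counts, 156 stayed within that factor and 46 did not. The cause was not tested for any of the latter.

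With a minimum of 5 FPKM, the shared genes numbered 159 up and 112 down for LSD1 (opposite directions 1345) and 287 up and 272 down for G9a (opposite 589). The single comparisons then gave 1821 up and 866 down for shLSD1, 1595 and 2806 for SP2509, 2425 and 1364 for shG9a, 1251 and 1073 for UNC0642, and 2534 and 2415 for the combination. With a fold threshold of 2, the shared genes numbered 16 up and 14 down for LSD1 (opposite 232) and 23 up and 81 down for G9a (opposite 184). The single comparisons gave 346 up and 326 down for shLSD1, 925 and 1608 for SP2509, 548 and 693 for shG9a, 512 and 294 for UNC0642, and 1665 and 1181 for the combination.

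With no pseudocount and no filter, the shared genes numbered 447 up and 409 down for LSD1 (opposite 3426), and 849 were up for G9a (opposite 1801). Under the same setting 4571 were up and 2198 down for shLSD1, 3420 up and 3022 down for UNC0642, and 6071 up for the combination.

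Scaling moved the split of higher against lower calls. The log2 of the TMM factor was -0.28 for SP2509, 0.15 for shLSD1 and 0.23 for shG9a, and within 0.01 of 0 for the other comparisons. The genes called up made up 32.7% of the calls with SP2509, against 39.8% with centring and 50.1% with TMM scaling. For shLSD1 they made up 68.6%, against 51.2% and 50.5%, and for shG9a 65.5%, against 49.4% and 44.1%. In numbers, the genes up were 1952 (centred) and 1944 (TMM) for shLSD1, and 2587 and 2292 for shG9a. Centring moves this split towards balance by construction, and TMM scaling largely so, and neither can tell a difference in scaling from a real excess of upregulated genes. The split of the shared genes reversed for G9a, from 476 up and 417 down to 360 and 518 with centring and 321 and 568 with TMM scaling. For LSD1 it reversed from 259 up and 189 down to 214 and 243 with centring, and not with TMM scaling (259 and 204). Genes changed in opposite directions by knockdown and inhibitor outnumbered those changed in the same direction in all 13 alternatives for both enzymes, with 1805 against 457 for LSD1 after centring.

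Among 55 list medians, 52 stayed on their side of the central 95% of random lists with a pseudocount of 0.1, and 52 with a minimum of 5 FPKM. Centring shifts a list and its random lists alike, so it can change the sign of a median but not its percentile. With a pseudocount of 0.1, the p53 targets with SP2509 (0.13), the cholesterol synthesis genes with SP2509 (-0.41) and the Fig. 6(a) genes with both inhibitors (-0.60) came inside it. With a minimum of 5 FPKM, the heat shock genes with SP2509 (-0.47), the intrinsic apoptosis genes with SP2509 (0.43) and the interferon genes with UNC0642 (0.49) came to lie outside it. The median of the ERAD genes in the shLSD1 line reversed to -0.048 with centring, and the shift of 0.12 taken off shows the cause. Of these medians, 2 changed sign under centring or TMM scaling, the ERAD genes and the heat shock genes (0.13, and -0.02 with TMM scaling), both in the shLSD1 line.

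Among the named genes, ERN1 with both inhibitors reversed to -0.028 with centring, and EHMT2 in the shLSD1 line to 0.0076 with the mean of the uninduced libraries as control, both from values near 0, and 2 other results fell below the fold threshold. For annotation terms, 142 of the alternative counts and ranks moved by more than 1.5 times, 65 of them with the fold threshold of 2. Rank differences were wide: response to endoplasmic reticulum stress ranked from 6 to 100 with SP2509 and from 5 to 40 with UNC0642 over 12 alternatives. Depth limits the genes below 1 FPKM, such as SFRP2 and ADORA1, for which a handful of reads decides the call.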

Differences from the paper's values

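The paper reports 485 genes upregulated by both LSD1 knockdown and SP2509, against 259 here. Of the alternatives set before the data were examined, the pseudocounts of 0.1 (341 genes) and 0.01 (347) brought the count within 1.5 times the paper's, and the other 9 did not. Below, a gap is called closed when a count comes within that factor, which can leave many genes unaccounted for. Centring and TMM scaling shift calls between directions, so a gap closed in 1 direction can widen in the other. For downregulated genes the paper reports 454, against 189 here, and none of those alternatives closed the gap. With no pseudocount and no filter on low values, chosen after seeing the values, the counts were 447 and 409.

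For G9a knockdown and UNC0642, the paper reports 888 upregulated genes, against 476 here. The pseudocounts of 0.1 (636) and 0.01 (647) closed the gap and the other 9 alternatives did not. The paper reports 637 downregulated genes, against 417 here. The gap closed with a pseudocount of 0.1 (505) or 0.01 (515), no filter (444), centring (518), fold change only (478) and TMM scaling (568), and not with a minimum of 5 FPKM, a fold threshold of 2, protein-coding genes only, adjusted p, or the mean of the uninduced libraries. Centring and TMM scaling lowered the upregulated count to 360 and 321, further from the paper's 888. The setting without pseudocount and filter, chosen after seeing the values, gave 849 and 620. Supplementary Table S4 gives ratios without a pseudocount and lists HSPA1L, which stayed below 1 FPKM. For the G9a genes in it, the paper's calls therefore used neither the pseudocount nor the filter set here.

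The Venn diagrams of Fig. 4 also give the genes of each comparison, here read by eye. For shLSD1, Fig. 4(a) shows about 4600 upregulated and about 2400 downregulated genes, against 2945 and 1348 here. The first gap closed with pseudocounts of 0.1 (3594) and 0.01 (3649), no filter (3217) and fold change only (3219), the second with centring (1861) and TMM scaling (1904), and neither with the other alternatives set before the data were examined. For SP2509, Fig. 4(a), read by eye, shows about 3800 and about 7700, against 2435 and 5004. Pseudocounts of 0.1 (2666 and 5413) and 0.01 (2676 and 5456), no filter (2721 and 5919) and fold change only (2807 and 5318) closed both gaps, centring (2871) and TMM scaling (3565) closed the first, and the others closed neither.

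For shG9a, Fig. 4(d), read by eye, shows about 6200 upregulated and about 3100 downregulated genes, against 3922 and 2065. Pseudocounts of 0.1 (4496 and 2281) and 0.01 (4545 and 2308), no filter (4378 and 2311) and fold change only (4305 and 2298) closed both, centring (2653), TMM scaling (2904) and the mean of the uninduced libraries (2091) closed the second, and the others closed neither. For UNC0642, Fig. 4(d), read by eye, shows about 3500 and about 3000, against 2090 and 1857. Pseudocounts of 0.1 (2423 and 2290) and 0.01 (2452 and 2336), no filter (2437 and 2098) and fold change only (2410 and 2242) closed both, and the others closed neither. For the combination, Fig. 4(g), read by eye, shows about 6600 upregulated genes, against 4035, and no filter (4842) was the only alternative set before the data were examined that closed the gap. Without pseudocount and filter, chosen after seeing the values, the counts in the order of these comparisons were 4571 and 2198 for shLSD1, 3413 and 7434 for SP2509, 5770 and 3009 for shG9a, 3420 and 3022 for UNC0642, and 6071 for the combination.

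The paper draws 18 genes in Fig. 4(c), 20 in Fig. 4(f) and 20 in Fig. 4(i) as changed, and 10, 17 and 15 of them were called here. Fewer were called with a minimum of 5 FPKM (3, 15 and 12) and a fold threshold of 2 (0, 13 and 11), and for Fig. 4(i) with centring (13). ADORA1, F12, FBXO43 and GPLD1 were called under no setting. APLN, CD274, DLL4, PDCD1LG2, DUSP19, HSPA1L, TUSC3 and SFRP2 were called with no pseudocount and no filter, the setting chosen after seeing the values. ASCL2, ABRAXAS1 and MAP2K6 were called with that setting and with no filter on low values alone. CLEC7A was called with that setting, with TMM scaling, with centring, and with pseudocounts of 0.1 and 0.01. Table S4 lists 58 genes as up and 74 as down, of which 44 and 68 were called here, and all of them with the setting chosen after seeing the values. Fewer were called up with a fold threshold of 2 (5), TMM scaling (27), centring (32), a minimum of 5 FPKM (34) and the mean of the uninduced libraries (39), and fewer down with a fold threshold of 2 (29) and a minimum of 5 FPKM (58).

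The paper states that ATF4 and the gene of IRE1α were downregulated in cells treated with SP2509, UNC0642 or both. Here, the combination gave a log2 fold change of 0.50 for ATF4 and 0.009 for ERN1, and of -0.08 for EIF2AK3. The qRT-PCR of Fig. 6(a) used a higher dose of each inhibitor and a longer treatment than these libraries, so the measurements are not of the same samples. It also states that ER stress pathways ranked as most downregulated with either drug alone. By the percent of genes called down, response to endoplasmic reticulum stress ranked 60 of 933 terms with SP2509 and 11 of 934 with UNC0642, and the endoplasmic reticulum unfolded protein response 40 and 3, a ranking made with another method and added after the data were seen. For G9a, the paper describes apoptosis-related genes as upregulated, from an enrichment by Metascape of its own larger set of upregulated genes. Here, with fewer genes called and terms matched by exact name, 14 of 430 genes annotated to the apoptotic process were up and 21 were down. The gene sets and annotations differ, so these counts do not test the paper's enrichment directly. Release of cytochrome c from mitochondria went the paper's way (2 of 23 genes up and 0 down). The apoptotic signaling pathway did not (1 of 45 genes up and 5 down). With the combination, the ERAD term held 19 genes up and 23 down.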

Other observations

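Tests of scaling, of GC content and gene length, and of counting noise for the genes changed in opposite directions were chosen only after the result was seen. Those of gene models, of masking by doxycycline and of hairpin seeds were chosen after the opposite directions were seen but before their own values were, and the comparison of correlations for an effect of doxycycline before the data were examined. Correlations below are across genes, which are not independent replicates, and have no p-values.

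Across 11376 genes, the log2 fold changes of the shLSD1 and shG9a lines correlated with each other (Pearson r = 0.57, Spearman rho = 0.50), and those of each knockdown did not correlate positively with the inhibitor of the same enzyme (r = -0.41 for shLSD1 and SP2509, and -0.11 for shG9a and UNC0642, with a rho of -0.002 for the latter). Of 2425 genes called in both lines, 91.1% changed in the same direction, against 16.3% of 2565 genes called with shLSD1 and SP2509 and 46.6% of 1820 called with shG9a and UNC0642. SP2509 and UNC0642 also correlated with each other (r = 0.53), but they share the vehicle library, which by itself raises r. For LSD1, independence of the comparisons would give 447 genes up and 476 down in both, above the 259 and 189 counted, and 1241 in opposite directions, below the 2215 counted. For G9a it would give 527 up, 273 down and 788 opposite, against 476, 417 and 1036.

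Several technical explanations for the opposite directions were tested. After TMM scaling, 1832 genes still changed in opposite directions with shLSD1 and SP2509, against 463 in the same direction. GC content, gene length and span explained 0.902% of the variance across 11342 genes in the shLSD1 line and 1.64% with SP2509. Regressing them out left r between shLSD1 and SP2509 at -0.411, against -0.410 before, so there was little of this bias to take out. Among 2159 genes with a mean of at least 20 FPKM r was -0.50, and among 10011 genes with the same length in both tables it was -0.414. The tables of the inhibitors and the knockdowns could also come from different batches, which the labels do not give, and the arm and the table cannot be told apart.

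An effect of doxycycline on both lines is a candidate explanation for their likeness. The r between the lines exceeded the larger r between a knockdown and its inhibitor by 0.676. That difference restates the correlations above, and a function shared by LSD1 and G9a would raise it as well, so it does not separate the explanations. If doxycycline only masked effects specific to each enzyme, shLSD1 minus shG9a should correlate with SP2509 minus UNC0642, and r was 0.040. Off-target binding through the hairpin seeds was tested with genes that carry a 7-base seed match in the 3' UTR. The most negative difference in a hairpin's own line was -0.042 on the log2 scale, short of the 0.1 set for it. No library of cells given doxycycline without a hairpin, and no nonsilencing control, was analysed here, so an effect of doxycycline remains and the changes in the lines are not assigned to the silenced genes.

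The uninduced libraries of the 2 lines differed by few calls. With the uninduced shG9a line over the uninduced shLSD1 line, 169 genes were up and 269 were down, or 438 of 12449 genes between 2 libraries that differ in the line and could differ in culture and preparation. EHMT2 fell by 0.93 on the log2 scale with both inhibitors (exact binomial p = 1.06e-54).

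The shRNAs listed in Supplementary Table S6 include 3 against LSD1. Besides shLSD1-1 and shG9a-2, the target of shLSD1-3 lies on chromosome 1 from 23053814 to 23053834 in exon 5, and that of shG9a-1 on chromosome 6 from 31881015 to 31881035 in exon 26. The target of shG9a-4 starts at 31882977, 1 base from that of shG9a-2.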
